# FOXO1 promotes the expression of canonical WNT target genes in examined basal‐like breast and glioblastoma multiforme cancer cells

**DOI:** 10.1002/2211-5463.13696

**Published:** 2023-08-28

**Authors:** Shania Pintor, Alma Lopez, David Flores, Brianda Lozoya, Bipul Soti, Rishi Pokhrel, Joaquin Negrete, Michael W. Persans, Robert Gilkerson, Bonnie Gunn, Megan Keniry

**Keywords:** basal‐like breast cancer, beta‐catenin, FOXO1, glioblastoma, RNA‐Seq, WNT

## Abstract

Basal‐like breast cancer (BBC) and glioblastoma multiforme (GBM) are aggressive cancers associated with poor prognosis. BBC and GBM have stem cell‐like gene expression signatures, which are in part driven by forkhead box O (FOXO) transcription factors. To gain further insight into the impact of FOXO1 in BBC, we treated BT549 cells with AS1842856 and performed RNA sequencing. AS1842856 binds to unphosphorylated FOXO1 and inhibits its ability to directly bind to DNA. Gene Set Enrichment Analysis indicated that a set of WNT pathway target genes, including lymphoid enhancer‐binding factor 1 (*LEF1*) and transcription factor 7 (*TCF7*), were robustly induced after AS1842856 treatment. These same genes were also induced in GBM cell lines U87MG, LN18, LN229, A172, and DBTRG upon AS1842856 treatment. By contrast, follow‐up RNA interference (RNAi) targeting of *FOXO1* led to reduced *LEF1* and *TCF7* gene expression in BT549 and U87MG cells. In agreement with RNAi experiments, CRISPR Cas9‐mediated *FOXO1* disruption reduced the expression of canonical WNT genes *LEF1* and *TCF7* in U87MG cells. The loss of *TCF7* gene expression in *FOXO1* disruption mutants was restored by exogenous expression of the DNA‐binding‐deficient *FOXO1‐H215R*. Therefore, FOXO1 induces *TCF7* in a DNA‐binding‐independent manner, similar to other published FOXO1‐activated genes such as *TCF4* and hes family bHLH transcription factor 1. Our work demonstrates that *FOXO1* promotes canonical WNT gene expression in examined BBC and GBM cells, similar to results found in *Drosophila melanogaster*, T‐cell development, and murine acute myeloid leukemia models.

**Abbreviations**
4‐OHT: 4‐hydroxytamoxifen
APC: APC regulator of WNT signaling pathway, adenomatosis polyposis coli
AML: acute myeloid leukemia
Axin2: axis inhibition protein 2
BBC: basal‐like breast cancer
beta 1: (Ctnnb1); catenin cadherin‐associated protein
CCND1: Cyclin D1
CD44: CD44 antigen
CDC42: cell division cycle 42
CDKN1B: cyclin‐dependent kinase inhibitor 1B
CSL: cbf1, suppressor of hairless, lag‐1
DEGs: differentially expressed genes
EVI: ecotropic virus integration site 1 protein homolog
FOXO: Forkhead box O
FPKM: fragments per kilobase of transcript sequence per million base pairs sequenced
GADD45A: growth arrest and DNA damage‐inducible alpha
GBM: glioblastoma multiforme
GSEA: Gene Set Enrichment Analysis
GSK3: glycogen synthase kinase 3
HER2: Human epidermal growth factor receptor 2, Receptor tyrosine‐protein kinase erbB‐2
*HES1*
: hes family bHLH transcription factor 1
HEY1: hes related family bHLH transcription factor with YRPW motif 1
INSR: insulin receptor
*LEF1*
: lymphoid enhancer‐binding factor 1
MYC: master regulator of cell cycle entry and proliferative metabolism
MDS1: myelodysplasia syndrome 1
MMP26: matrix metallopeptidase 26
PROX1: Prospero homeobox protein 1
RNAi: RNA interference
siRNA: small interfering RNA
SOD2: superoxide dismutase 2
TCF4: transcription factor 4
*TCF7*
: transcription factor 7
TRAIL: TNF superfamily member 10
TUBB: beta‐tubulin gene

Basal‐like breast cancer (BBC) and glioblastoma multiforme (GBM) are cancers that are associated with poor prognosis and harbor stem gene expression signatures, which contribute to aggressiveness [1, 2, 3]. GBM is a cancer of the central nervous system and is resistant to conventional chemotherapy [4, 5, 6, 7]. Because of high recurrence and metastatic abilities, GBM is associated with a mean survival time of 8 to 15 months [2]. GBM has intratumor heterogeneity or mutative differences across tumors that make it challenging to target [3, 4, 7]. Basal‐like breast cancer is the most aggressive molecular subtype of breast cancer [8, 9, 10, 11, 12, 13, 14, 15, 16, 17]. BBC rarely responds to hormone‐based therapies due to a lack of estrogen, progesterone, and HER2 receptor expression [9, 17]. BBC is more common in young and African American women [9, 17]. Around 14% of breast cancers are BBC; these cancers are usually advanced at diagnosis [18].

The Forkhead box transcription factor subclass O includes homologs FOXO1, FOXO3, FOXO4, and FOXO6 [19]. FOXO‐1, FOXO‐3, and FOXO‐4 are partially redundant tumor suppressors that induce pro‐apoptotic genes such as *TRAIL* and cell cycle inhibitors such as cyclin‐dependent kinase inhibitor 1B (*CDKN1B*; encoding p27) in some settings [19, 20]. FOXO factors act in a context‐dependent manner and are heavily regulated by post‐translational modifications to direct specific responses [19, 20]. For example, oxidative stress leads FOXO factors to interact with beta‐catenin to induce genes such as *GADD45A* in osteoblasts [21, 22]. FOXO factors also maintain embryonic, hematopoietic, neural, and cancer stem cells [23, 24, 25, 26, 27, 28, 29, 30, 31].

The WNT pathway facilitates stem cell renewal, differentiation, and proliferation during development and adult tissue homeostasis [32]. Canonical WNT pathway targets such as lymphoid enhancer‐binding factor 1 (*LEF1*) and transcription factor 7 (*TCF7*) are activated by beta‐catenin/TCF complexes [33]. In canonical signaling, secreted WNT ligands bind to Frizzled receptors, which ultimately inactivate the APC complex [33]. Loss of APC leads to beta‐catenin stabilization, which triggers transcription of WNT genes [34, 35]. Noncanonical WNT planar cell polarity signaling impacts asymmetric cell patterning to direct orientation of subcellular structures [36, 37, 38, 39]. WNT‐Ca^2+^ signaling promotes actin polymerization via CDC42 activation to increase migration. WNT‐Ca^2+^ also impacts cell fate via activation of nuclear factor of activated T cells and activating transcription factor 2 [40, 41, 42].

In cancer, the WNT pathway promotes proliferation, cell fate, and stem cell function in diverse settings, including colon, breast, and GBM [43]. In BBC, beta‐catenin promotes migration and *MYC* expression [44]. The WNT5A, WNT5B, and WNT7B ligands are highly expressed in BBC, impacting canonical and noncanonical WNT signaling [45, 46, 47, 48, 49, 50]. The WNT pathway affects cell fate and progression in GBM [51, 52, 53, 54, 55, 56, 57, 58]. Activation of the WNT pathway induced autophagy‐mediated temozolomide resistance in GBM [51]. Beta‐catenin was required for cancer stem cell self‐renewal in a subset of GBM patient‐derived models [54].

*Drosophila melanogaster* has a single FOXO protein (dFoxO) that can act with armadillo (beta‐catenin homolog) to pattern wings, eyes, and induce apoptosis. Overexpression of *armadillo* with *sd*‐Gal4 led to an ectopic bristle phenotype near the wing margins in adult flies. Loss‐of‐function *dfoxo* mutants (*dfoxo*‐IR, which had half the normal expression of dFoxO, *dfoxoD94*/+, or *dfoxo21*/+) suppressed the *armadillo*‐driven ectopic bristle phenotype [59]. Furthermore, ectopic gene expression of *wf* (*wingful*, human *NOTUM* homolog) reporter gene *wf‐LacZ* in third instar wing disks and salivary glands was induced by overexpression of *armadillo* (via *ptc*‐Gal4); this phenotype was strongly suppressed by *dfoxo* loss‐of‐function mutants (*dfoxo*‐IR, *dfoxoD94*/+, or *dfoxo21*/+) [59]. In the *Drosophila* eye, overexpression of *armadillo* or *dFoxO* (using GMR‐Gal4) led to a small eye phenotype due to increased apoptosis. Loss‐of‐function mutants in *armadillo* suppressed the small eye phenotype of *dFoxO* overexpression, whereas loss‐of‐function *dfoxo* suppressed the small eye phenotype of *armadillo* overexpression [59]. In addition to numerous genetic interactions observed between *dFoxO* and *armadillo*, these proteins are physically associated. Myc‐tagged armadillo protein associated with FLAG‐tagged dFoxO in co‐immunoprecipitation analyses [59]. FOXO transcription factors can bind to, and act in concert with, beta‐catenin in additional contexts, such as HEK 293T cells, to induce the gene expression of GHOST transcripts (genes hidden outside the standard targets) such as *GADD45A* [60]. In preosteoblasts, FOXO1 and beta‐catenin induce genes such as *GADD45A* in response to oxidative stress [22]. Beta‐catenin‐FOXO1 was also shown to hinder kidney fibrosis [61, 62].

Foxo1 was required for canonical WNT gene expression in osteoblasts and a murine acute myeloid leukemia (AML) model induced by activated beta‐catenin. Forced expression of *Foxo1* led to increased expression of *Axin2* and *Lef1* in murine osteoblasts [63]. Furthermore, constitutively active beta‐catenin (*Ctnnb1* ^*CAosb*^) had increased expression of targets *Axin2* and *Lef1*, which were significantly reduced by osteoblast‐specific deletion of *Foxo1* [63]. In murine osteoblasts, active beta‐catenin (*Ctnnb1* ^*CAosb*^) drives AML development [64]. Osteoblast deletion of *Foxo1* prevented *Ctnnb1* ^*CAosb*^‐driven AML development as evidenced by a lack of blasts and neutrophils with nuclear hypersegmentation in the blood, as well as blast infiltration of liver at periportal sites; this type of liver infiltration is commonly observed in murine AML models driven by active beta‐catenin and fusion proteins AML1/MDS1/EVI [63, 65]. Therefore, evidence points to a role for Foxo1 in driving WNT gene expression in AML development.

There is evidence that FOXO factors impede canonical WNT gene expression in some contexts, including osteosarcoma, pancreatic, and colon cancer cells. FOXO1 tumor suppressor activity inhibited the WNT pathway in osteosarcoma cell lines U2OS and MG63 [66]. *FOXO1* was overexpressed for 48 h using an integrated *FOXO1*‐ER fusion that was induced to go to the nucleus by 4‐OHT treatment; this led to decreased WNT pathway reporter activity using TOPflash (reporter contains TCF/LEF1 sites that regulate luciferase expression) [66]. In addition, FOXO1‐induced cells had less detected beta‐catenin protein based on immunofluorescence. FOXO1 induction using 4‐OHT also led to cell cycle arrest and apoptosis, highlighting canonical FOXO roles in cancer.

FOXO1 hindered the WNT pathway in pancreatic cancer [67]. *FOXO1* was overexpressed using an integrated, selected virally transduced cassette, leading to induction in the gene expression of a long noncoding RNA *LINC01197* in a series of pancreatic cancer cell lines AsPC1, BxPC3, and PANC1 [67]. Reduction in *FOXO1* by siRNA in HPNE (immortalized pancreatic duct cells) led to a loss in *LINC01197* expression. *LINC01197* RNA attached to biotin beads interacted with beta‐catenin protein in RNA pull‐down assays. Overexpression of *LINC01197* for 48 h decreased WNT target gene expression, as measured by quantitative real‐time PCR (qRT‐PCR; *MYC*, *CCND1*, *CD44*, and *MMP26*), and disrupted co‐immunoprecipitation between beta‐catenin and TCF4 (using endogenous proteins) from pancreatic ductal adenocarcinoma cells. Conversely, *LINC01197* siRNA for 48 h increased WNT target gene expression measured by qRT‐PCR (*MYC*, *CCND1*, *CD44*, and *MMP26*, and the interaction between endogenous TCF4 and beta‐catenin in HPNE cells. The authors present a model in which FOXO1 inhibits the TCF4/beta‐catenin interaction in pancreatic cancer via induction of *LINC01197* [67].

FOXO transcription factors have a complex role in the solid tumors BBC and GBM. These factors act as tumor suppressors by activating apoptosis under the right conditions and are pro‐oncogenic by directly inducing stem gene expression [19, 23, 68, 69, 70]. However, the extent to which FOXO transcription factors influence BBC and GBM biology, especially under basal conditions, remains an open area of investigation. In this work, we treated BBC and GBM cells with AS1842856 to discover novel FOXO‐regulated processes. AS1842856 was identified for its ability to specifically bind to the unphosphorylated form of FOXO1, thereby blocking the ability of this factor to directly bind to DNA [71]. A set of WNT pathway target genes were robustly induced by AS1842856 not only in BT549 cells but also broadly in a series of GBM cell lines. In contrast to AS1842856 treatment (which blocks FOXO1 DNA binding), *FOXO1* gene disruption or RNAi targeting led to reduced *LEF1* and *TCF7* gene expression in U87MG cells. Expression of the DNA‐binding‐defective *FOXO1‐H215R* mutant restored *TCF7* gene expression to *FOXO1* disruption mutants. Therefore, the DNA‐binding activity of FOXO1 is not required to induce *TCF7*, similar to other published targets *TCF4* and hes family bHLH transcription factor 1 (*HES1*) [72, 73]. Our work is the first to demonstrate that *FOXO1* promotes canonical WNT gene expression in examined solid tumor‐derived BBC and GBM cells, similar to results found in *Drosophila melanogaster*, T‐cell development, and beta‐catenin‐driven AML models.

## Materials and methods

### Cell lines, cultures, and drug treatments

Cell lines were obtained from ATCC (American Type Culture Collection, Manassas, VA) and grown with 5% CO_2_, 10% fetal bovine serum, and 5% antifungal/antibacterial (Anti/Anti, Thermo Fisher, Waltham, MA, USA). Cell lines were tested for Mycoplasma (Lonza, Basel Switzerland, cat: LT07‐218). U87MG cells were grown in MEM (Minimal Essential Medium). BT549 and DBTRG cells were grown in RPMI (Roswell Park Memorial Institute 1640 Medium). LN18, U118MG, A172, LN229, HCT116, and SW480 cells were grown in DMEM (Dulbecco's Modified Eagle Medium). AS1842856 was purchased from Calbiochem (Danvers, MA) and used at the final concentration of 1 μm for 48 h (except when noted).

### RNAi experiments

BT549 and U87MG cells were transfected with *FOXO1* esiRNA (EHU156591 Sigma, St. Louis, MO), *FOXO3* (EHU113611), *FOXO4* (EHU075731), or EGFP control esiRNA (*EHUEGFP*) using Lipofectamine 3000 (utilized only L3000 reagent, Invitrogen, Carlsbad, CA). We also utilized *FOXO1* RNAi from Cell Signaling Technologies with control (cat: 6242, 6256, and 6568, respectively) and obtained the same results as the Sigma esiRNA.

### FOXO1 disruption

The *FOXO1* gene was disrupted in U87MG cells using the OriGene CRISPR Cas9 knock‐out kit Cat#: KN400477 (Rockville, MD). Mutants were confirmed by western blot and sequencing. The truncated protein is predicted to start in the middle of the DNA‐binding domain and contain the C terminus of the protein.

### Transfection of *FOXO1‐H215R* mutant

One million log‐phase U87MG cells were transfected using a LONZA electroporation kit (VPG1001 for neurons) and program T‐020 with 500 nanograms of indicated DNA (control vector or *FOXO1‐H215R* mutant) [73]. RNA was prepped from cells 24 h post‐transfection.

### *RNA* extraction and sequencing

One μm AS1842856 or (DMSO control) was added to BT549 cells for 48 h. Total RNA was extracted using Qiagen RNAeasy and DNAse reagents (Hilden, Germany). Three biological replicates of control and AS1842856‐treated samples were used for RNA extraction. The quality of the extracted RNA was analyzed using a NanoDrop spectrophotometer (Thermo Fisher, USA) and Agilent Bioanalyzer (Santa Clara, CA).

RNA‐Seq analysis, including mapping to the human genome, sequence assembly, and identification of differentially expressed genes (DEGs), was performed by the Novogene Corporation Inc. (Sacramento, CA). Original image data files from high‐throughput sequencing (Illumina) were transformed into sequenced reads (called Raw Data or Raw Reads) by CASAVA base recognition. star software was used for mapping. FPKM (Fragments Per Kilobase of transcript sequence per Million base pairs sequenced) was utilized to estimate gene expression levels. Differential expression analysis was performed using DESeq2 R package.

RNA‐Seq data were deposited to the GEO database (Accession: GSE179856). RNA‐Seq data were analyzed to identify DEGs associated with AS1842856 treatment. Differentially expressed genes between AS1842856 treated and control cell lines were investigated using Gene Set Enrichment Analysis (GSEA) [74]. GSEA was performed by setting ENSEMBL Gene ID v7.3 Chip platform, 1000 permutations, Signal2Noise, and weighted enrichment statistics. Gene expression box plots from clinical samples were prepared using the gepia 2 online tool [75].

### Quantitative real‐time PCR

Log‐phase cancer cell lines were treated with 1 μm AS1842856 for 48 h (unless otherwise noted). Extracted total RNA was used to prepare cDNA using Superscript Reverse Transcriptase II (Invitrogen, Carlsbad, CA). Primers spanning coding sequences for the genes were designed using Primer3 (v0.4.0) (https://bioinfo.ut.ee/primer3‐0.4.0/) and ordered from Sigma‐Aldrich (Saint Louis, MO). Amplification and expression of genes were performed using the Applied Biosystems StepOne Real‐Time PCR System (Foster City, CA). *TUBB* (*beta‐tubulin* gene) was used as the control for relative normalization and quantification performed by the 2^−ΔΔCT^ method (primer list in Table S1) [76]. The Student's *t*‐test was employed to assess statistical significance.

### Western blot

Cells were rinsed with 1XPBS (phosphate‐buffered saline) followed by lysis in 2X sample buffer (125 mm Tris–HCL at pH 6.8, 2% sodium dodecyl sulfate (SDS), 10% 2‐mercaptoethanol, 20% glycerol, 0.05% bromophenol blue, and 8 m urea); 2X sample buffer was added to each well, samples scraped, and heated for 10 min at 95 °C in a dry‐bath heat block. Protein lysates were resolved by sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS/PAGE and then transferred onto a polyvinylidene fluoride (PVDF) membrane. Blots were blocked in a 5% milk solution [Carnation powdered milk, 1X Tris‐buffered saline with Tween 20 (TBST)] for an hour. Membranes were incubated with indicated primary antibody overnight at 4 °C, washed, and then incubated with a secondary antibody for 1.5 h. Membranes were washed and developed using SuperSignal West Dura Extended Duration Substrate luminol solution (Pierce Biotechnology, Waltham, MA) for 5 min. A Bio‐Rad ChemDoc XRS + Molecular Imager was used for protein detection (Bio‐Rad Hercules, CA). Antibodies were obtained from Cell Signaling Technologies (Danvers, MA) beta‐catenin (cat: 94530), FOXO1 C29H4 (cat: 2880), FOXO3 D19A7 (12829), P‐FOXO1 S256 (cat: 9461), FOXO4 55D4 (cat: 2499), Histone H3 D1H2 (cat: 4499), P‐GSK3alpha/beta (ser 21/9 (cat: 9331), and GSK3 alpha/beta D75D3 (cat: 5676). Alpha tubulin antibody (clone AC‐74, cat: A2228) was obtained from Sigma‐Aldrich (Saint Louis, MO). GAPDH (cat: G‐9) was from Santa Cruz Biotechnology (Dallas, TX).

### Ethics approval

Work was performed with Institutional Biosafety Committee approval from the University of Texas Rio Grande Valley: Registration number: 2016‐003‐IBC.

## Results

### RNA‐Seq revealed AS1842856 treatment increased WNT gene expression in BBC BT549 cells

FOXO transcription factors reside at least in part in the nucleus in BBC and GBM cells and promote stem gene expression programs [23, 70, 77]. The roles of FOXO factors in BBC and GBM, especially under basal conditions, remained to be fully characterized. To identify FOXO1 target genes (direct and indirect), RNA‐Seq analysis was performed with BT549 cells that were treated with 1 μm AS1842856 (which blocks the ability of FOXO1 to directly bind DNA) for 48 h [71]. 

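BT549 is an established basal-like breast cancer cell line, and AS1842856 is a small molecule that binds FOXO1. The deposited data held 6 RNA-Seq libraries, 3 from cells treated with DMSO and 3 from cells treated with AS1842856 for 48 h. The dose is 1 μM in the text of the paper and 200 nM in the sample labels, and it was not resolved here. The replicates were named A, B and C in both groups. The authors deposited the number of reads counted on each gene without normalization, after mapping with STAR, and FPKM values for each library. The paper's text does not name the counting tool or say whether counting used strand, so reads from genes that overlap on opposite strands could be shared. The count table listed 58735 Ensembl genes, and all 58735 were found in GENCODE release 29 on GRCh38, which gave the gene positions used here. The DMSO libraries held 22050288, 15289500 and 18580205 counts (replicates A, B and C), with a median of 18580205. The AS1842856 libraries held 16643243, 22981832 and 17888328 counts, with a median of 17888328. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 2.37 and 3.29, so no library appears to be deposited more than once. That comparison covers counting error only and cannot show separate samples, and the 6 libraries were taken as separate samples because the paper calls them biological replicates. From the counts, genes with too few reads were removed with edgeR's filterByExpr, which left 14338 genes holding 99.9% of the counts. Libraries were scaled by TMM, with factors between 0.995 and 1.01, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Levels are given as TMM-normalized CPM, the counts scaled to a common library size. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.10.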

Gene expression levels were estimated by the abundance of transcripts (count of sequencing) that mapped to the genome. Differential expression analysis between DMSO control (three biological replicates) and AS1842856 treated samples (three biological replicates) was performed using the DESeq2 R package. 6754 differentially expressed genes (DEGs) were identified. 

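At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 8029 of the 14338 genes tested were differentially expressed, 3951 higher and 4078 lower with AS1842856. Of these, 1520 changed by at least 1 on the log2 scale, 612 upward and 908 downward. In 8582 genes (59.9% of those tested) the 3 AS1842856 libraries did not overlap the 3 DMSO libraries, where chance gives 10%. With each library left out in turn, between 7427 and 7678 genes were called. The alternative that moved the count most was limma on deposited FPKM with no filter, on the log2(FPKM + 1) scale, with 6453 genes. DESeq2 with its own size factors called 6791 genes, of which 6591 were also called by edgeR, all 6591 in the same direction.

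The 5 largest fitted increases were in CACNA1I, SLC7A8, AC007099.1, NPY2R and OXGR1. CACNA1I had no counts in any DMSO library and 49, 44 and 45 counts with AS1842856, at least 15.0-fold higher when 3 counts are taken as the limit in DMSO. SLC7A8 was at least 58.8-fold higher, AC007099.1 at least 21.8-fold and NPY2R at least 18.0-fold by the same limit. OXGR1, with 1, 4 and 0 counts in DMSO, rose by 5.88 on the log2 scale (standard error 0.39, adjusted p = 3.41e-36), and the size of this rise is uncertain, from 5.33 to 7.51 with each library left out in turn (7.51 without DMSO replicate B). AC007099.1 is an antisense gene that overlaps EVA1A, so its reads could come in part from that gene. The 5 largest decreases were in MYO7B, VSIR, SOX3, EVI2B and RFLNA. MYO7B (ENSG00000169994, chromosome 2 from 127535802 to 127637729) fell from 19.1 ± 1.79 to 0.217 ± 0.185 CPM (SD, n = 3 per group), a log2 fold change of -6.47. The log2 fold change was -5.48 for VSIR, -5.22 for SOX3, -4.60 for EVI2B and -4.46 for RFLNA. With each library left out in turn it ran from -7.21 to -6.07 for MYO7B, from -6.54 to -4.97 for VSIR (-6.54 without AS1842856 replicate A) and from -4.98 to -4.08 for EVI2B. EVI2B lies within NF1 on the opposite strand and RFLNA overlaps ZNF664 on the same strand, so the counts of both are uncertain.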

Gene Set Enrichment Analysis was performed to discover processes impacted by AS1842856 treatment. Examining the Molecular Signatures Database Hallmark genesets (h.all.7.4symbols.GMT), we found that two were significantly enriched in AS1842856‐treated samples Table 1, whereas 16 were enriched in the controls (Table 2). 

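Memberships of the Hallmark gene sets were not used here. In their place, 3 lists of well-known genes, written before the data were examined, were set beside the interferon, hypoxia and TNFA/NF-kB sets of Table 2. The lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 13 lists. Of the 28 interferon-stimulated genes tested, 1 was higher and 23 were lower with AS1842856, with a median log2 fold change of -1.07 (camera, down, adjusted p = 6.50e-07). The largest fall of the list was that of IFIT2, with a log2 fold change of -4.01. Adjusted over the list alone, 25 of the 28 were called. Of the 19 hypoxia-induced genes, 5 were higher and 10 lower, with a median of -0.34 (camera, down, adjusted p = 0.0293), and 15 were called when adjusted over the list alone. Of the 17 NF-kB target genes, 3 were higher and 11 lower, with a median of -0.57 (camera, down, adjusted p = 0.0293), and 14 were called when adjusted over the list alone. All 3 lists were also called under fry, and the interferon list was called with a correlation estimated from the data, a test chosen after seeing the data. With the estimated correlation the hypoxia and NF-kB lists were not called (adjusted p = 0.111 for both). Their estimated correlations, -0.040 and -0.0060, were below the preset 0.01, which argues against a higher correlation among genes as the cause. The NF-kB list was also not called by camera run on the test statistic of each gene. The adjusted p was 0.0518 on the gene statistics of DESeq2 and 0.0616 on those of edgeR, the latter chosen after seeing the data.

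**Figure D1:**
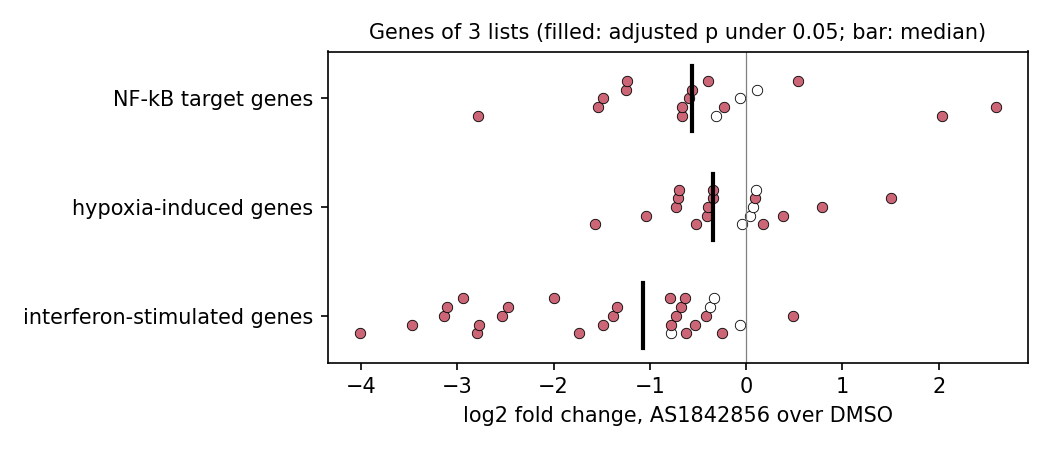
Log2 fold change (AS1842856 over DMSO, horizontal axis) of each tested gene of the 3 lists. Filled points have an adjusted p under 0.05 in edgeR's test, and the bar is the median of the list, -1.07 for interferon-stimulated genes, -0.34 for hypoxia-induced genes and -0.57 for NF-kB target genes.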

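SOD2 (ENSG00000112096, chromosome 6 from 159669057 to 159745186) had 327 ± 11.2 CPM in DMSO and 143 ± 8.09 with AS1842856 (SD, n = 3 per group). Its log2 fold change was -1.19 (standard error 0.04, adjusted p = 8.51e-85, edgeR's quasi-likelihood test). SOD2 overlaps WTAP on the opposite strand, which held 43.9% as many counts, so part of its reads are uncertain. INSR (ENSG00000171105, chromosome 19 from 7112255 to 7294034) went from 15.2 ± 1.39 to 8.91 ± 0.199 CPM, a log2 fold change of -0.78 (standard error 0.11, adjusted p = 1.29e-10). GADD45A (ENSG00000116717, chromosome 1 from 67685061 to 67688338) went from 92.4 ± 3.57 to 61.7 ± 3.02 CPM, a log2 fold change of -0.59 (standard error 0.05, adjusted p = 1.12e-24). In all 3 genes every AS1842856 library was below every DMSO library. With each library left out in turn the log2 fold change stayed between -1.24 and -1.16 for SOD2, between -0.85 and -0.73 for INSR and between -0.62 and -0.54 for GADD45A. In a list of 25 FOXO target genes written before the data were examined, 21 were tested, 5 were higher and 11 were lower, with a median log2 fold change of -0.53 (camera, down, adjusted p = 0.0293). Adjusted over the list alone, 16 of the 21 were called. The list includes SOD2, INSR and GADD45A, which the paper already reports as lower in these samples. Its fall is therefore not independent of these 3 genes. The list was called under fry but not with an estimated correlation (adjusted p = 0.264).

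**Figure D2:**
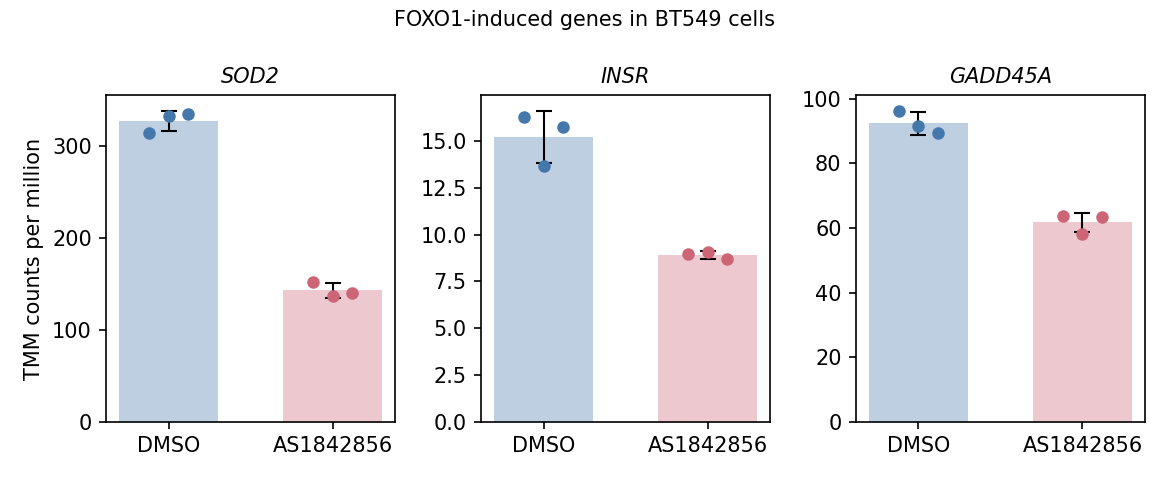
TMM-normalized CPM (vertical axis) of SOD2, INSR and GADD45A in BT549 cells. Bars are means, error bars are SD and points are the 3 libraries of each group, and in each gene the AS1842856 points lie below the DMSO points.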

Several well‐characterized FOXO1‐induced genes had decreased expression with AS1842856 treatment including *SOD2*, *INSR*, and *GADD45A* (*P*‐values 1.37E‐158, 3.54E‐08, and 1.27E‐21 respectively) [78, 79, 80]. 

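The running enrichment score was computed for the 27 genes of Fig. 1B over the 8029 genes called, ranked by Signal2Noise on TMM-normalized CPM. The score was 0.434, with its peak at rank 424. Only 6 of the 27 genes ranked up to the peak, which were NKD1 at rank 3, TCF7 at 6, AXIN2 at 9, LEF1 at 14, HEY1 at 194 and JAG1 at 424. Against 10000 random gene sets of the same size the normalized score was 1.52 and the one-sided permutation p was 0.0380. Without the 5 highest-ranked genes the score of the remaining 22 was -0.461, the largest move among the alternatives, though removing the highest-ranked genes tends to lower a score of this kind. Over all 14338 genes tested the score was 0.460 with a permutation p of 0.0782. With DESeq2 in place of edgeR it was 0.418 with a permutation p of 0.0507, and without weights 0.170 (permutation p = 0.380). A WNT Hallmark list written from general knowledge gave 0.423 over all genes tested (permutation p = 0.0867). Apart from these and the removal of the 5 genes, the alternatives kept a permutation p under 0.05. The score was 0.490 with a mean of at least 50 counts (permutation p = 0.0140). It was 0.531 with log2 fold change as the ranking metric (permutation p = 0.0233). With the 6 libraries relabeled in all 20 ways, the real labels gave the highest of the 10 positive scores, and 0.1 is the smallest share that this permutation can give. The real labels were favored, since the ranked genes were called with them and the 27 genes were chosen on these samples. Against all genes tested, camera did not call the 27 genes as a set (direction up, adjusted p = 0.787), and their median log2 fold change was -0.17. Camera on the gene statistics of edgeR, chosen after seeing the data, called them (up, adjusted p = 0.0115). That test uses the size of each statistic and not its rank, so a few large ones can move it. Fry, which tests the genes without reference to other genes, also called them (up, adjusted p = 0.000203). From the enrichment score, the paper proposes that AS1842856 treatment induced a set of WNT genes. It also reports a rise of LEF1, TCF7, AXIN2 and HEY1 in BT549 cells by qRT-PCR, which was not examined here.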

WNT genes (HALLMARK_WNT_BETA_CATENIN) were significantly enriched in the AS1842856‐treated samples compared with controls (*P* < 0.001 with a NES = 1.9) suggesting that AS1842856 treatment induced the expression of a set of WNT genes (Fig. 1A,B).

**Table 1:** Genesets enriched in AS1842856‐treated BT549 samples compared with controls.

Geneset name	ES	NES	NOM *P*‐value	FDR *q*‐value	FWER *P*‐value
HALLMARK_WNT_BETA_CATENIN_SIGNALING	0.42	1.9	*P* < 0.001	0.047	*P* < 0.001
HALLMARK_KRAS_SIGNALING_UP	0.35	1.3	*P* < 0.001	0.348	0.648

**Table 2:** Genesets enriched in BT549 controls compared with AS1842856 treatment.

Geneset name	ES	NES	NOM *P*‐value	FDR *q*‐value	FWER *P*‐value
HALLMARK_ANGIOGENESIS	−0.391	−1.449	*P* < 0.001	0.676	0.241
HALLMARK_ADIPOGENESIS	−0.306	−1.432	*P* < 0.001	0.362	0.288
HALLMARK_ALLOGRAFT_REJECTION	−0.295	−1.402	*P* < 0.001	0.354	0.351
HALLMARK_APICAL_SURFACE	−0.445	−1.377	*P* < 0.001	0.376	0.452
HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY	−0.265	−1.370	*P* < 0.001	0.319	0.491
HALLMARK_ESTROGEN_RESPONSE_EARLY	−0.333	−1.366	*P* < 0.001	0.274	0.491
HALLMARK_IL6_JAK_STAT3_SIGNALING	−0.383	−1.361	*P* < 0.001	0.242	0.491
HALLMARK_TNFA_SIGNALING_VIA_NFKB	−0.312	−1.264	*P* < 0.001	0.300	0.739
HALLMARK_UV_RESPONSE_DN	−0.427	−1.256	*P* < 0.001	0.284	0.802
HALLMARK_INTERFERON_GAMMA_RESPONSE	−0.519	−1.245	*P* < 0.001	0.294	0.85
HALLMARK_INTERFERON_ALPHA_RESPONSE	−0.611	−1.244	*P* < 0.001	0.281	0.85
HALLMARK_XENOBIOTIC_METABOLISM	−0.237	−1.226	*P* < 0.001	0.313	0.903
HALLMARK_INFLAMMATORY_RESPONSE	−0.311	−1.223	*P* < 0.001	0.300	0.903
HALLMARK_HYPOXIA	−0.370	−1.221	*P* < 0.001	0.282	0.903
HALLMARK_COAGULATION	−0.422	−1.221	*P* < 0.001	0.267	0.903
HALLMARK_APICAL_JUNCTION	−0.434	−1.129	*P* < 0.001	0.420	1

**Fig. 1:**
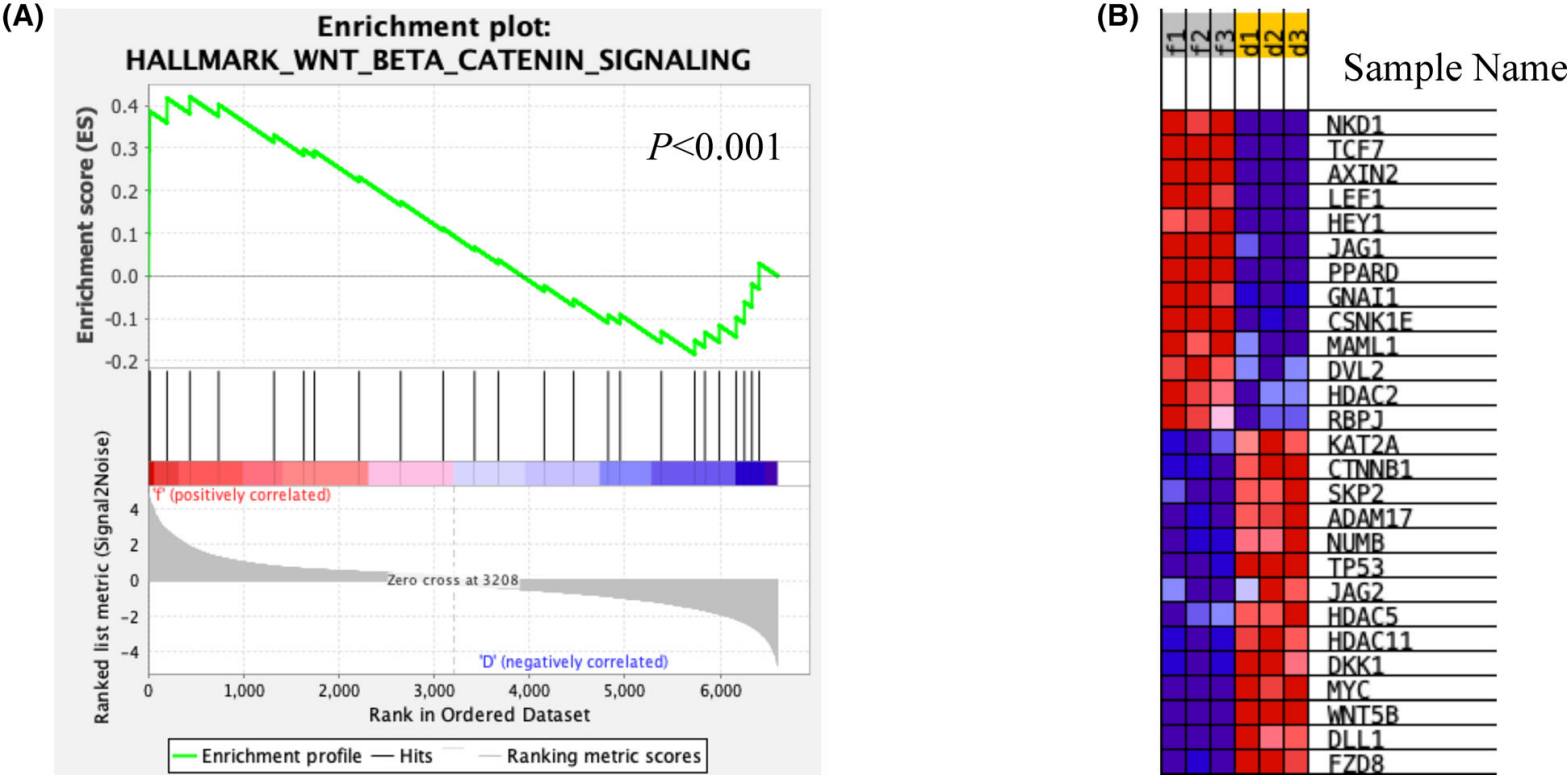
FOXO1 inhibition with AS1842856 induced a set of Hallmark WNT beta‐catenin genes based on GSEA. (A) GSEA was performed with RNA‐Seq data upon 1 μm AS1842856 treatment for 48 h in BT549 cells. Enrichment plot of Hallmark WNT and beta‐catenin. The profile of the running enrichment score (ES) and rank‐ordered list are shown for GSEA enrichment. (B) Heatmap of 27 core‐enriched genes in HALLMARK_WNT_BETA_CATENIN signaling gene set.

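All 27 genes were differentially expressed at an adjusted p under 0.05 in edgeR's test, 13 higher and 14 lower with AS1842856. The 27 are the genes of the study's own figure, chosen on these samples, so the count of 27 called when adjusted over the list alone is not independent evidence. In each of the 27 genes the AS1842856 libraries did not overlap the DMSO libraries. NKD1 (ENSG00000140807, chromosome 16 from 50548330 to 50649249) rose most, from 0.242 ± 0.100 to 15.1 ± 1.05 CPM (SD, n = 3 per group), a log2 fold change of 5.87 (standard error 0.23). TCF7 (ENSG00000081059, chromosome 5 from 134114711 to 134151865) rose from 20.2 ± 2.75 to 539.6 ± 13.3 CPM, a log2 fold change of 4.74 (standard error 0.05). TCF7 overlaps SKP1 on the opposite strand, which held 55.8% as many counts on average over all libraries. In DMSO, TCF7 had only 427, 275 and 432 counts, below the SKP1 mean of 2985 over all libraries. The DMSO level of TCF7, and so the size of its rise, is therefore uncertain. AXIN2 (ENSG00000168646, chromosome 17 from 65528563 to 65561647) rose from 3.36 ± 0.947 to 85.1 ± 1.96 CPM, and LEF1 (ENSG00000138795, chromosome 4 from 108047545 to 108168956) from 2.05 ± 0.399 to 34.1 ± 2.97. The log2 fold change was 4.64 for AXIN2, 4.08 for LEF1, 1.78 for HEY1 and 1.11 for JAG1. The other 7 higher genes changed by 0.14 (RBPJ) to 0.76 (PPARD) on the log2 scale. Among the 14 lower genes the log2 fold change ran from -0.17 (KAT2A) to -1.84 (FZD8), with -1.33 for MYC, -1.13 for DKK1 and -0.22 for CTNNB1. The counts of DLL1 are uncertain because the gene overlaps FAM120B, and those of ADAM17 because it overlaps IAH1 on the opposite strand. JAG2 lost its call under limma on FPKM with no filter (adjusted p = 0.142, where its alternatives ran from 0.00112 to 0.142).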

### Validation of WNT target induction by AS1842856 treatment through qRT‐PCR

To validate differentially expressed WNT‐related genes obtained from RNA‐Seq data, we performed qRT‐PCR. Primers were designed using primer3 (v0.4.0) online tool (Table S1). WNT pathway genes *LEF1*, *TCF7*, *AXIN2*, and *HEY1* were increased upon AS1842856 treatment in BT549 cells (Fig. 2A). Validation of differential gene expression by qRT‐PCR built confidence in the RNA‐Seq analysis. We sought to examine whether FOXO1 inhibition would induce canonical WNT targets in another BBC cell line. None of the examined WNT genes were increased in BBC cell line MDA‐MB‐468 upon AS1842856 treatment (Fig. 2B). We investigated a set of GBM cell lines for changes in WNT pathway targets, given that this cancer also has FOXO‐regulated stem gene signatures [1, 23, 70]. Treatment with AS1842856 led to increased expression of *LEF1*, *TCF7*, and *AXIN2* in U87MG, LN229, LN18, A172, and DBTRG cells (Fig. 2C–F and Fig. S1A). *AXIN2* induction was particularly robust in these settings (26 to 477‐fold increased with AS1842856 treatment compared with control samples). *PROX1* and *HEY1* were induced by AS1842856 treatment in LN229 and A172 cells (Fig. 2D,F). *PROX1* was diminished in U87MG and LN18 cells upon AS1842856 treatment (Fig. 2C,E). Thus, *AXIN2*, *LEF1*, and *TCF7* were induced by AS1842856 treatment in six out of seven examined BBC and GBM cell lines. Experiments were done using 10‐fold less AS1842856 (samples ranging from 100 nm to 1 μm). Induction of *LEF1* was observed even with 100 nm of AS1842856 in BT549 and U87MG cells. Prior studies found that > 1 μm of AS1842856 was needed to efficiently inhibit FOXO3 or FOXO4, whereas 100 nm of the drug was sufficient to inhibit FOXO1 (Fig. 3A,B) [71, 81]. It is likely that FOXO3 and FOXO4 functionally overlap with FOXO1 in regulating WNT genes, as was observed in AML [63].

**Fig. 2:**
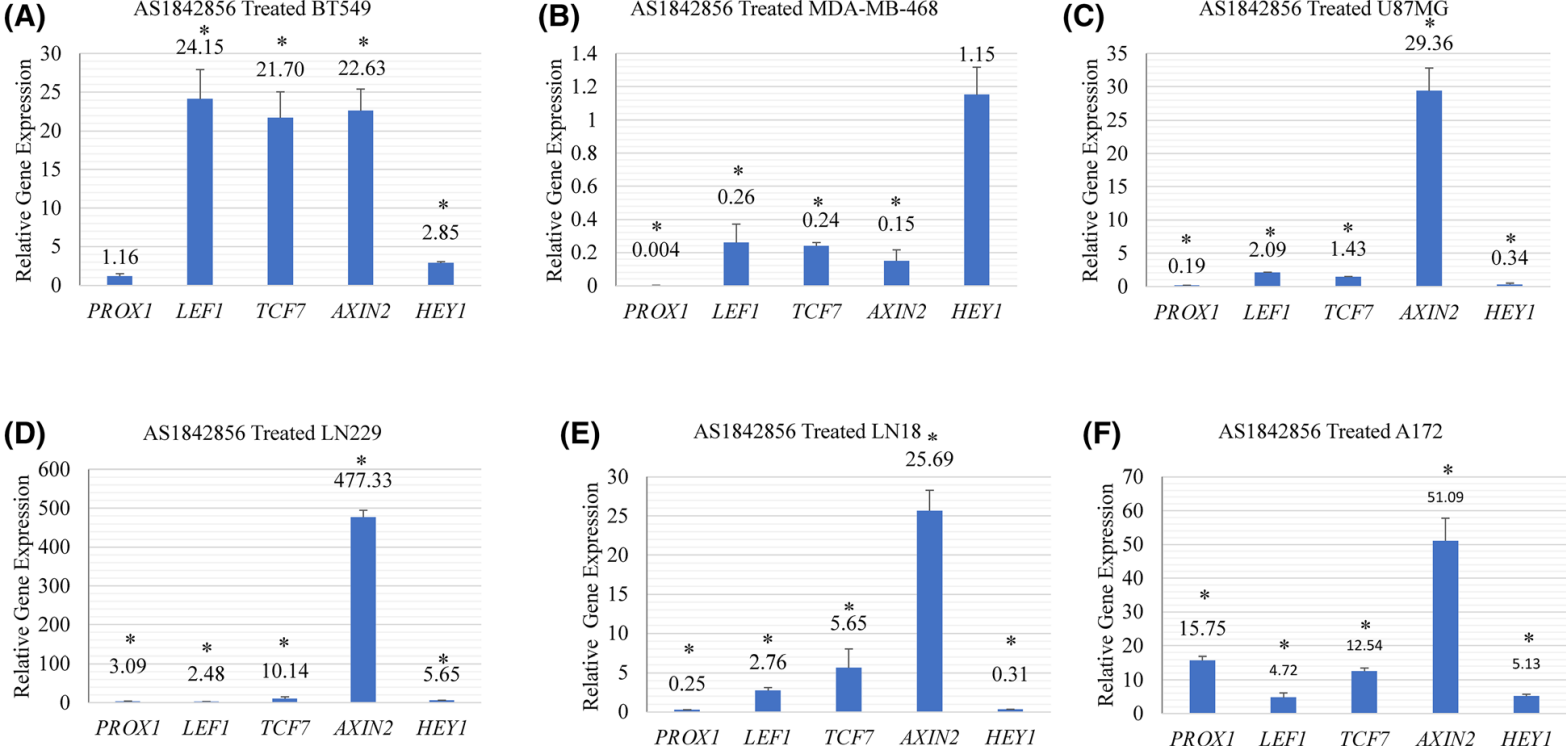
AS1842856 treatment induced canonical WNT target genes in a series of BBC and GBM cancer cell lines. Indicated cell lines were treated with 1 μm AS1842856 for 48 h and examined for changes in gene expression by qRT‐PCR using *TUBB* as the reference gene. AS1842856 treatment induced canonical WNT target genes in (A) BBC BT549 but not MDA‐MB‐468 BBC cells (B). (C–F) GBM cell lines had evidence of WNT target gene induction upon AS1842856 treatment; * denotes significantly different by Student's *t*‐test compared with the control (*P* < 0.05) with SD error bars. Each experiment had three biologically independent replicates.

**Fig. 3:**
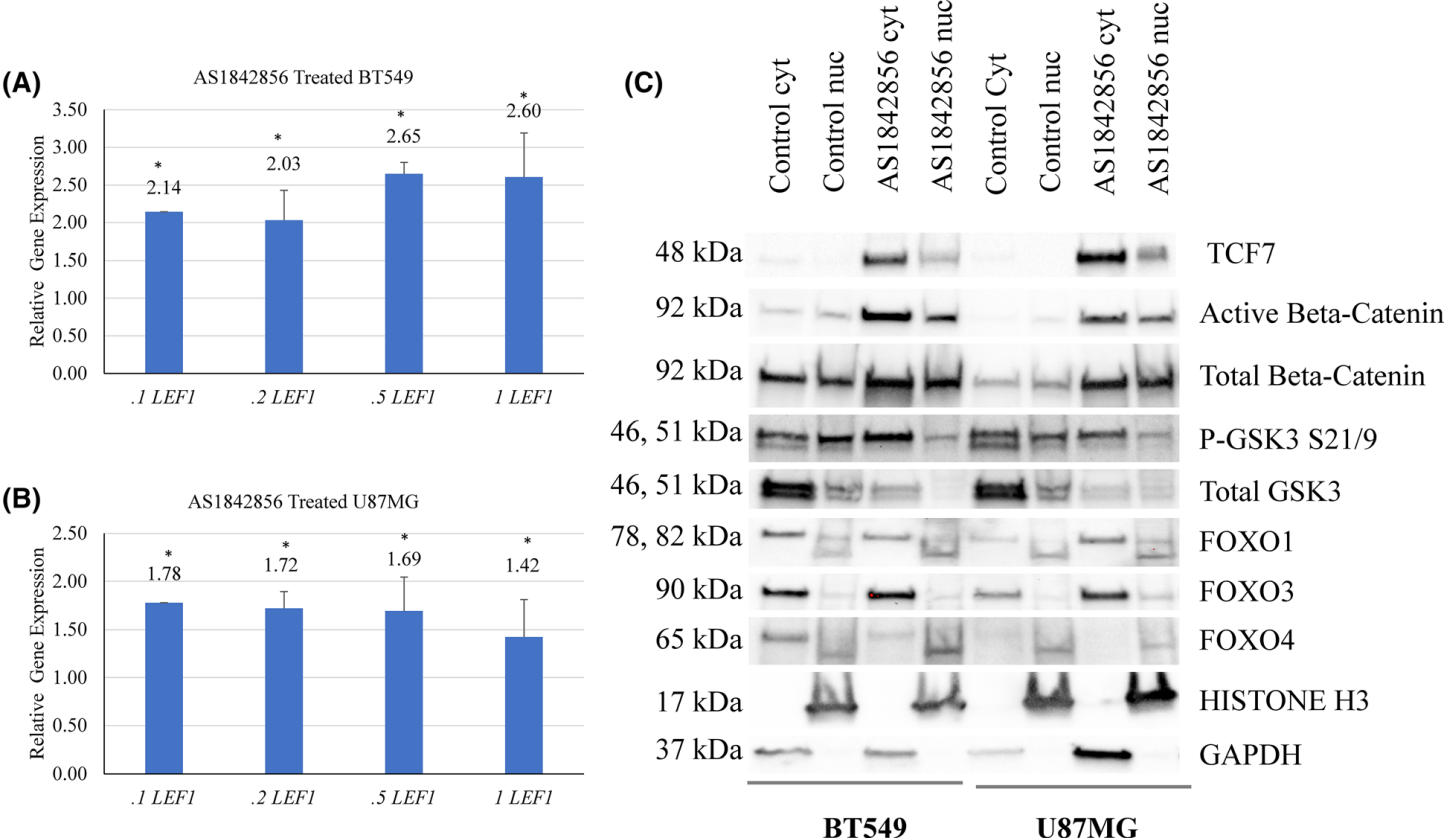
AS1842856 treatment increased beta‐catenin and decreased GSK3β protein expression. (A, B) Indicated BBC and GBM cell lines were treated with 0.1–1 μm AS1842856 for 48 h and examined for changes in gene expression by qRT‐PCR using *TUBB* as the reference gene. AS1842856 treatment increased *LEF1* gene expression. (C) BT549 and U87MG cells were treated with AS1842856 for 48 h, and then fractions were prepared; GAPDH and Histone H3 were cytoplasmic and nuclear controls respectively. Active and total beta‐catenin were increased, whereas GSK3β was decreased. * denotes significantly different by Student's *t*‐test compared with the control (*P* < 0.05) with SD error bars. Each experiment had three biologically independent replicates.

### AS1842856 treatment impacted WNT pathway genes in colon cancer cells

The WNT pathway is of central importance in colon cancer, with 80% having inactivating mutations in the *APC* gene that encodes a protein that promotes beta‐catenin destruction [35, 82, 83]. The WNT pathway sustains cancer stem cells and promotes the proliferation of cells as they migrate before differentiation [84, 85]. To ascertain the impact of *FOXO1* on WNT pathway gene expression in colon cancer, we treated HCT116 and SW480 cells with AS1842856. In the HCT116 cell line, *AXIN2*, *TCF7*, and *HEY1* were significantly induced upon AS1842856 treatment (Fig. S1B,C); *WNT7B* was also decreased in HCT116 cells (Fig. S1E). In the SW480 cell line, *HEY1* and *WNT5A* were slightly upregulated, whereas *WNT7B* was decreased upon AS1842856 treatment (Fig. S1C,F). Therefore, AS1842856 had varied impacts on colon cancer cell lines.

Secreted WNT ligands are implicated in breast cancer development. Studies indicated that *WNT5A* might have tumor suppressive roles, at least in some contexts, whereas *WNT5B* activates the WNT pathway in BBC [45, 46]. WNT7B expression was significantly associated with poor prognosis in breast cancer [86]. RNA‐Seq data revealed that several WNT‐secreted factors were differentially expressed upon AS1842856 treatment in BT549 cells. 

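Of 19 WNT ligand genes, 6 passed the filter on low counts, and 5 of these were differentially expressed in edgeR's test, 2 higher and 3 lower. The same 5 were called when adjusted over the list alone. The 6 log2 fold changes ran from -2.40 (WNT7B) to 2.04 (WNT5A), and the ligands were not called as a set by camera (adjusted p = 0.194). They were called (down) by fry and by camera on gene statistics, over alternatives from 1.88e-05 to 0.717.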

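WNT5A (ENSG00000114251, chromosome 3 from 55465715 to 55490539) had 38.4 ± 3.59 CPM in DMSO and 156.9 ± 3.61 with AS1842856 (SD, n = 3 per group), with a standard error of 0.05 on its log2 fold change and an adjusted p of 3.70e-107 in edgeR's test. WNT5B (ENSG00000111186, chromosome 12 from 1529891 to 1647243) fell from 275.0 ± 7.38 to 100.1 ± 1.77 CPM, a log2 fold change of -1.46 (standard error 0.04, adjusted p = 1.10e-99). WNT7B (ENSG00000188064, chromosome 22 from 45920362 to 45977129) fell from 207 ± 5.77 to 39.3 ± 1.22 CPM (standard error of the log2 fold change 0.05, adjusted p = 9.59e-132). With each library left out in turn, the log2 fold change stayed between 1.96 and 2.10 for WNT5A, between -1.48 and -1.44 for WNT5B and between -2.42 and -2.38 for WNT7B. WNT5A overlaps the antisense gene WNT5A-AS1, which held 7.01% as many counts, and WNT5B overlaps FBXL14, which held 4.45%.

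**Figure D3:**
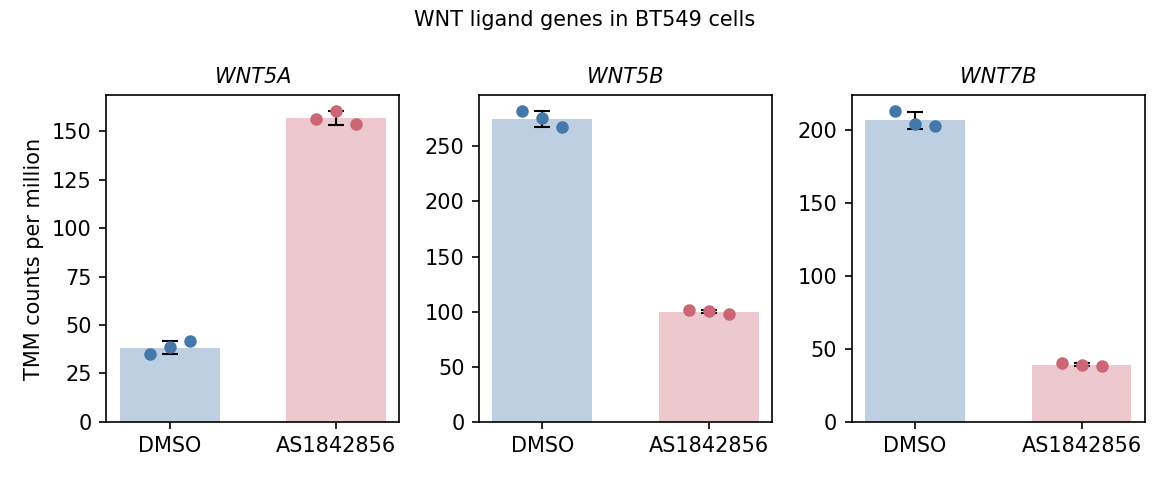
TMM-normalized CPM (vertical axis) of WNT5A, WNT5B and WNT7B in BT549 cells. Bars are means, error bars are SD and points are the 3 libraries of each group, which do not overlap in any of the 3 genes.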

*WNT5A* was induced by treatment, whereas *WNT5B* and *WNT7B* were diminished, Table 3. These genes were analyzed in a set of BBC and GBM cell lines by qRT‐PCR. BT549 and LN18 had increased *WNT5A* and decreased *WNT5B* and *WNT7B* (Fig. S2A,E). MDA‐MB‐468 only had diminished *WNT5B* and *WNT7B* (Fig. S2B). U87MG and DBTRG cells had decreased *WNT7B* with AS1842856 treatment (Figs S1D and S2C). LN229 and A172 had increased *WNT5B* with AS1842856 treatment (Fig. S2D,F). Therefore, the impact of AS1842856 treatment on WNT ligands differed depending on the context in examined BBC and GBM cells.

**Table 3:** WNT ligand expression in BT549 RNA‐Seq data.

Gene	log_2_FoldChange (AS1842856/control)	*P*‐value	*P*‐adj
WNT5A	2.034	2.30E‐229	6.30E‐227
*WNT5B*	−0.592	8.00E‐97	6.51E‐95
*WNT7B*	−2.399	*P* < 0.001	*P* < 0.001

### AS1842856 treatment led to increased active and total beta‐catenin in BT549 and U87MG cells

We examined beta‐catenin subcellular localization and abundance to gain insight into why AS1842856 treatment led to increased target gene expression. Nuclear and cytoplasmic fractions were prepared for BT549 and U87MG cells treated with or without the drug. We found that the nuclear and cytoplasmic distributions of beta‐catenin were comparable, but the amount of total and active beta‐catenin was increased with AS1842856 treatment (Fig. 3C). GSK3β phosphorylates beta‐catenin leading to its degradation. GSK3β protein was reduced in AS1842856 treated samples, likely explaining the increase in beta‐catenin (Fig. 3C). We performed microscopy with AS1842856 treated cells to determine whether this drug impacted beta‐catenin membrane recruitment (using transfected beta‐catenin‐GFP). No change in beta‐catenin membrane recruitment was observed in AS1842856‐treated samples (Fig. S3).

### FOXO1 RNAi led to decreased canonical WNT gene expression

To rigorously investigate the contribution of *FOXO1* to WNT gene regulation, we performed RNAi experiments. We found the reduction in *FOXO1* significantly decreased *LEF1* and *TCF7* gene expression (Fig. 4A,B). The *FOXO1* RNAi data contrast with results obtained with AS1842856 treatment, which induced WNT genes. To examine the role of FOXO1 in WNT gene regulation in another way, we built *FOXO1* disruption mutants using CRISPR Cas9 genome editing in U87MG cells (confirmed by western blot and sequencing). We found that *LEF1* and *TCF7* gene expression was decreased in *FOXO1* disruption mutants (Fig. 4C,D and Fig. S4). Exogenous expression of the DNA‐binding‐defective *FOXO1*‐H215R mutant significantly restored *TCF7* expression to *FOXO1* disruption mutants in the U87MG background (Fig. 4E). FOXO1 mutant H215R has a histidine that directly contacts DNA replaced with arginine. Numerous studies have validated that this mutant fails to bind tested target DNA sequences, including 3XIRS [72, 73]. Transfections of *FOXO1‐H215R* mutant were done via electroporation using a protocol for mouse neurons, given that these cells were difficult to transfect, similar to our previous work with *FOXO3* mutants in GBM cells [70]. Strikingly, it appears that the DNA‐binding activity of FOXO1 is dispensable for *TCF7* induction, possibly explaining why AS1842856 treatment induced *TCF7*, as this drug only impedes the ability of FOXO1 to directly bind to DNA. 

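TCF4 (ENSG00000196628, chromosome 18 from 55222331 to 55664787) had 53.2 ± 0.700 CPM in DMSO and 91.4 ± 3.15 with AS1842856 in BT549 cells (SD, n = 3 per group). Its log2 fold change was 0.78 (standard error 0.05, adjusted p = 2.27e-36, edgeR's quasi-likelihood test), and it stayed between 0.75 and 0.80 with each library left out in turn. TCF7L2, a different gene that is also called TCF4, was not called in the same test (log2 fold change -0.020, adjusted p = 0.868).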

In support of this idea, a previously published *FOXO1‐H215R*‐induced target *TCF4* was also significantly increased by AS1842856 treatment in our RNA‐Seq data (*P* = 1.25E‐38) [73].

**Fig. 4:**
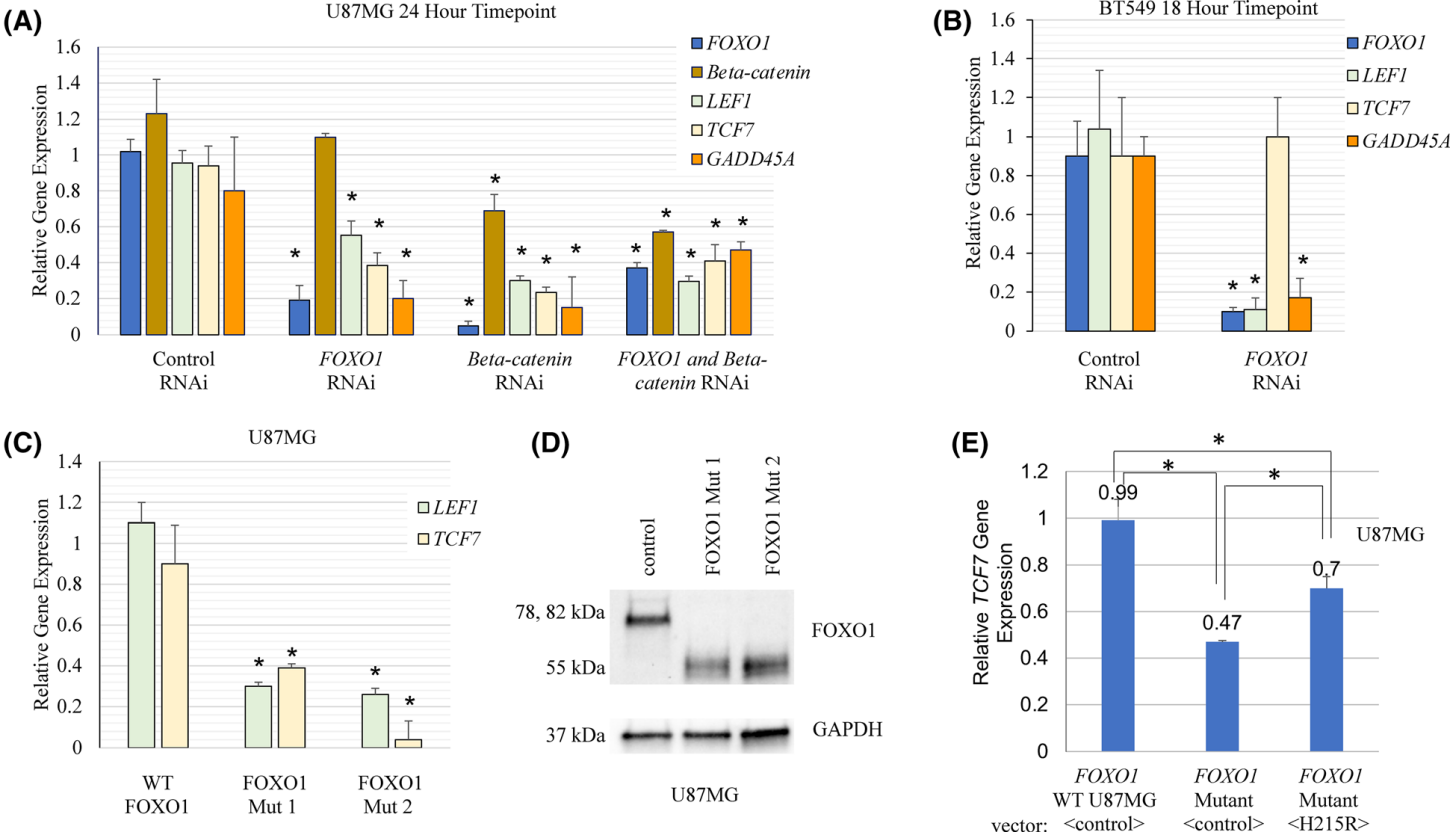
*FOXO1* RNAi‐targeting or disruption impacted WNT target gene expression. (A) *FOXO1* and/or beta‐catenin (*CTNNB1*) RNAi led to reduced *LEF1*, *TCF7*, and *GADD45A* gene expression 24 h post‐transfection in U87MG cells by qRT‐PCR using *TUBB* as the control. (B) *FOXO1* RNAi led to reduced *LEF*, and *GADD45A* gene expression 18 h post‐transfection in BT549 cells by qRT‐PCR using *TUBB* as the control. (C, D) *FOXO1* disruption by CRISPR Cas9 genome editing in U87MG cells led to reduced *LEF1* and *TCF7* gene expression measured by qRT‐PCR using *TUBB* as the control; disruption of FOXO1 produced a truncated protein as assessed by western blot analysis. The disruption mutant is predicted to express the C‐terminal portion of FOXO1 starting in the middle of the DNA‐binding domain. (E) Exogenous *FOXO1‐H215R* (DNA‐binding‐defective) significantly restored *TCF7* gene expression to *FOXO1* disruption mutants. * denotes significantly different by Student's *t*‐Test compared with the control (*P* < 0.05) with SD error bars. Each experiment had three biologically independent replicates.

We performed RNAi experiments to examine contributions from *FOXO3* and *FOXO4* to WNT pathway gene expression (24‐h timepoint). We found that the reduction in *FOXO3* only reduced *LEF1* and *TCF7* in BT549 cells (not U87MG cells), whereas *FOXO4* RNAi led to reduced *LEF1* and *TCF7* in U87MG cells and reduced *LEF1* in BT549 cells (Fig. 5A–D). Therefore, FOXO1 promotes *LEF1* and *TCF7* gene expression in U87MG and BT549 cells with some functional overlap with FOXO3 and FOXO4.

**Fig. 5:**
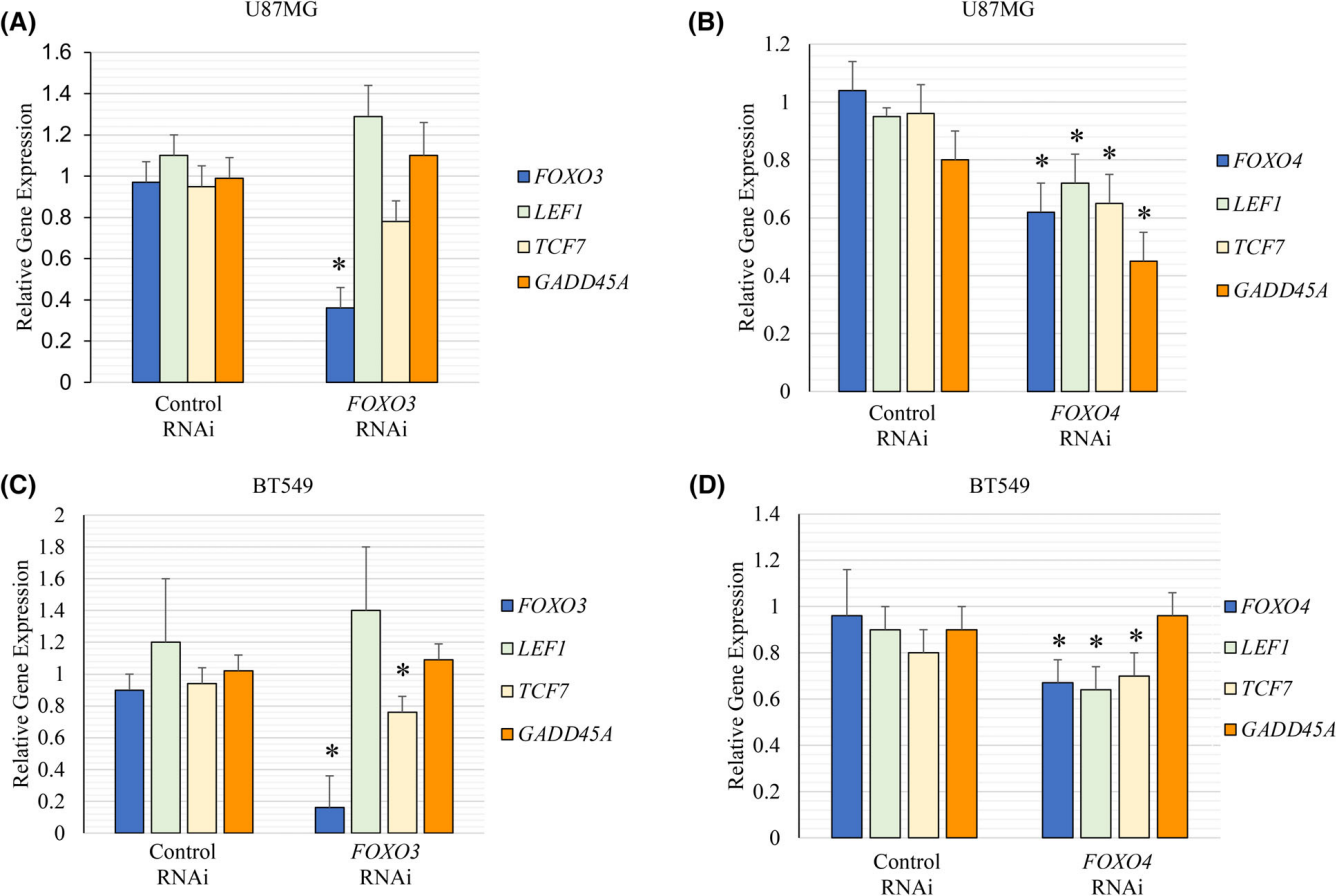
*FOXO3* and *FOXO4* RNAi‐targeting reduced WNT target gene expression. (A) *FOXO3* RNAi 24 h post‐transfection in U87MG cells was assessed by qRT‐PCR using *TUBB* as the control. *FOXO3* RNAi had no significant impact on *LEF1* or *TCF7*. (B) *FOXO4* RNAi was assessed 24 h post‐transfection U87MG cells and reduced *LEF1*, *TCF7*, and *AXIN2* by qRT‐PCR using *TUBB* as the control. (C, D) *FOXO3* or *FOXO4* RNAi was assessed 24 h post‐transfection by RT‐PCR using *TUBB* as the control in BT549 cells; *FOXO3* RNAi samples impacted *TCF7*, whereas *FOXO4* reduction samples had reduced *LEF1* and *TCF7*. * denotes significantly different by Student's *t*‐test compared with the control (*P* < 0.05) with SD error bars. Each experiment had three biologically independent replicates.

### WNT targets were robustly overexpressed in GBM and colon cancer clinical samples

The WNT pathway has many roles in cancer, including within stem and proliferating cells [46, 86]. To gain insight into WNT pathway expression in clinical samples, we queried the GEPIA2 database, which has gene expression and matched control clinical data [74]. *AXIN2*, *LEF1*, *TCF7*, and *WNT5A* were robustly increased in GBM compared with control samples (Fig. 6A–D). *AXIN2*, *LEF1*, *TCF7*, and *PROX1* were highly expressed in colon cancer compared with control samples (Fig. 7A–D). These results support the notion that canonical WNT gene expression is elevated and relevant in GBM and colon cancer clinical samples. Refining regulatory mechanisms that promote these WNT outputs, such as FOXO1‐mediated, will shed light on the biological underpinnings that drive GBM and colon cancer progression.

**Fig. 6:**
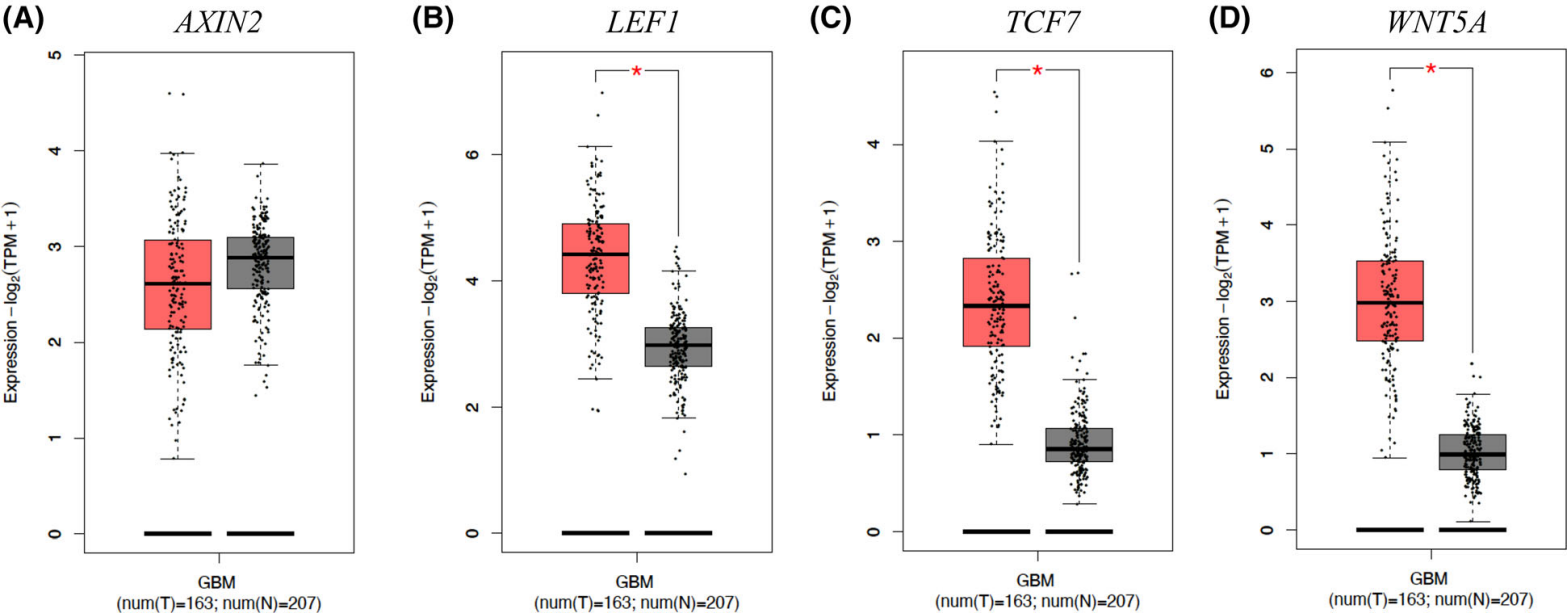
WNT genes are overexpressed in GBM clinical samples. (A–D) Differential expression boxplots of WNT pathway genes (*AXIN2*, *LEF1*, *TCF7*, and *WNT5A*) in GBM are shown. Data were from the Cancer Genome Atlas (TCGA) database using GEPIA2 and analyzed by one‐way ANOVA (*P* < 0.01).

**Fig. 7:**
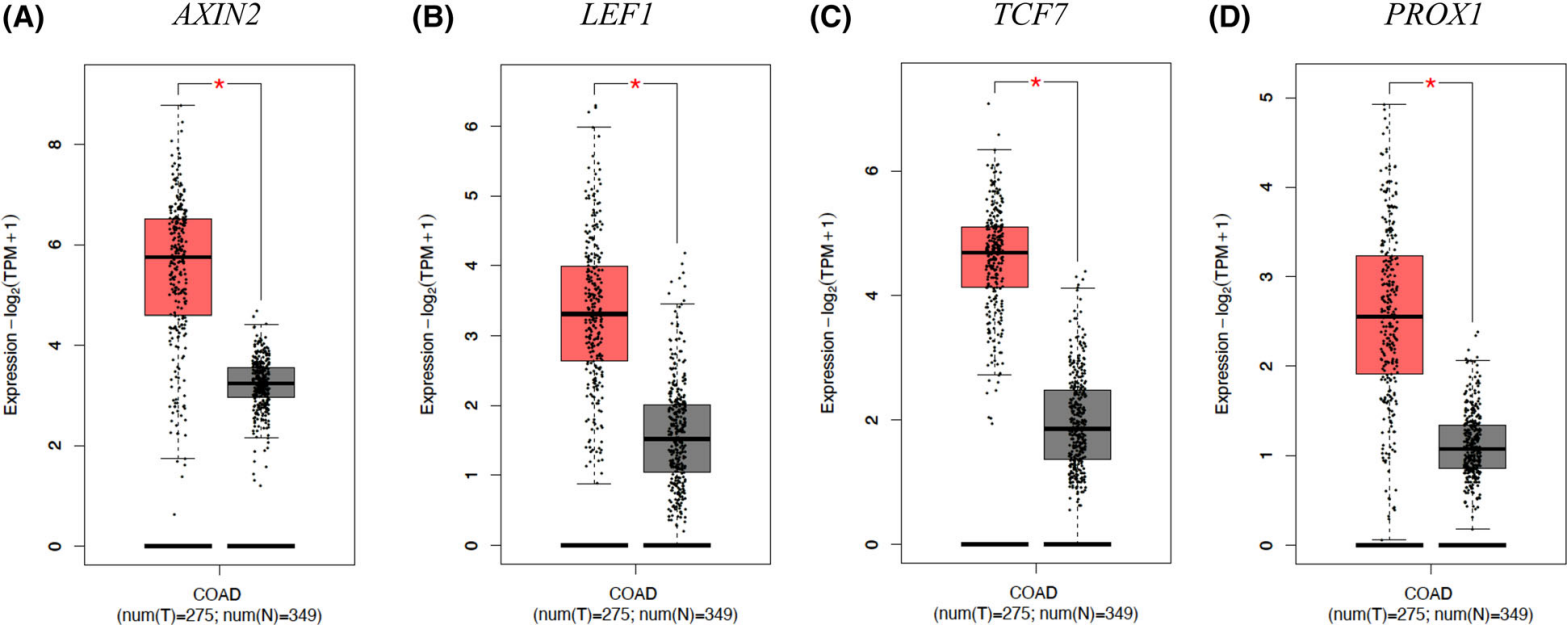
WNT genes are overexpressed in colon cancer clinical samples. (A–D) Differential expression boxplots of WNT pathway genes (*AXIN2*, *LEF1*, *TCF7*, and *PROX1*) in colon cancer (COAD) are shown. Data were from the Cancer Genome Atlas (TCGA) database using GEPIA2 and analyzed by one‐way ANOVA (*P* < 0.01).

## Discussion

The WNT pathway facilitates stem cell renewal, cellular differentiation, and proliferation in cancer [32, 38, 45, 46, 85, 86]. Our data showed that FOXO1 promoted the expression of canonical WNT genes *LEF1* and *TCF7* in BT549 BBC and U87MG GBM cancer cells (Figs 3A,B and 4A,B). This work expands the repertoire of contexts in which *FOXO1* promotes canonical WNT gene expression to include BBC and GBM cells examined. Prior studies in *Drosophila*, T‐cell development, and murine AML models also found that FOXO factors promoted beta‐catenin‐driven gene expression [59, 63]. Our work is the first to highlight that FOXO factors promote canonical WNT gene expression in cancers derived from the breast and brain.

AS1842856 treatment induced canonical WNT genes, even in low dosages (Figs 1A,B and 2A,C–F). It appears that AS1842856 acts as a FOXO1 modulator instead of solely as an inhibitor. Differential impacts of AS1842856 treatment on FOXO1 target genes are possible, especially given its ability to specifically bind to only the unphosphorylated form of this protein to hinder DNA binding [71]. We posit that AS1842856 only inhibited the gene expression of a subset of FOXO1 targets that likely required DNA binding, such as *SOD2*, *INSR*, and *GADD45A* (*P*‐values 1.37E‐158, 3.54E‐08, and 1.27E‐21 respectively). The DNA‐binding function of FOXO1 was not required for it to induce *TCF7*, as evidenced by the ability of *FOXO1‐H215R* to restore its gene expression to *FOXO1* disruption mutants (Fig. 4E). These results might explain why AS1842856 (which blocks DNA binding) increased *TCF7*. Perhaps FOXO1 is released from the DNA by AS1842856 and is repurposed to targets that do not require direct DNA binding, such as *TCF7*. Future studies that employ chromatin immunoprecipitation experiments will shed light on this possibility.

There is precedence for DNA‐binding‐independent gene regulation by *FOXO1*. For example, *FOXO1‐H215R* induced the related WNT pathway component *TCF4* in renal carcinoma cells; this gene was also increased in our RNA‐Seq data by AS1842856 treatment (*P* = 1.25E‐38) [73]. A related Foxo1 DNA‐binding‐defective mutant with H212 mutated to R (murine model) induced *Hes1* in myoblasts where Foxo1 acted as a co‐activator that was brought to targets by the protein Csl (CBF1, suppressor of hairless, Lag‐1) [72]. Therefore, FOXO1‐H215R (and related mutant in mice) induces the expression of numerous transcription factors, including *TCF7*, *TCF4*, and *HES1*.

FOXO1 inhibition impacted *AXIN2*, *LEF1*, and *TCF7* in some, but not all, examined BBC and colon cancer cell lines. One possibility for this divergence could be that the WNT pathway is poised to activate gene expression in some contexts but not others. Perhaps, the distinct BBC subtype contributes to WNT pathway activity. BT549 cells are of the Basal B subtype, and MDA‐MB‐468 are Basal A. Moreover, beta‐catenin was observed in both the nucleus and cytoplasm of BT549 cells and in the cytoplasm of MDA‐MB‐468 cells, highlighting a possible mechanism for different WNT gene expression dynamics in these settings [87, 88]. Identifying the conditions that dictate WNT pathway regulation by FOXO1 in cancer will allow for a greater understanding of divergent responses to AS1842856 treatment in these settings.

FOXO factors were previously reported to negatively regulate WNT pathway targets such as *CCND1* in pancreatic and prostate cancers as well as osteosarcoma [66, 67, 89]. In osteosarcoma cells, FOXO1 activation led to decreased *CCND1* (encoding cyclin D1) expression [66]. Therefore, in some settings, FOXO factors hinder WNT and promote this pathway in others. One possible explanation for these striking differences is that FOXO output is highly context‐dependent [90, 91]. Perhaps, co‐factors and/or post‐translational modifications direct the ability of FOXO to promote WNT gene expression in AML and GBM cells, whereas another set of circumstances, such as under stress, direct FOXO to disrupt the WNT pathway in DLD1 and pancreatic cancer cells. The localization of FOXO factors may also impact their ability to regulate the WNT pathway. For example, FOXO3 did not affect *LEF1* and *TCF7* in U87MG cells and was primarily cytoplasmic in this setting (Figs 3C and 5A). Unraveling the contextual frameworks that dictate the impact of FOXO factors on the WNT pathway will allow for a greater understanding of the mechanisms that drive cancer progression.

## Conclusion

FOXO transcription factors are emerging as key regulators of the WNT pathway in settings ranging from osteoblasts to cancer. This work demonstrates for the first time that FOXO1 promotes the expression of WNT pathway target genes *LEF1* and *TCF7* in BT549 BBC and U87MG GBM cells. *FOXO1* RNAi targeting or disruption by CRISPR Cas9 genome editing led to reduced expression of these genes. Our work highlights caveats for utilizing AS1842856, as this drug modulates FOXO1 activity instead of merely inhibiting it. Based on our work, some FOXO1 targets were increased with AS1842856 treatment, such as *TCF7* and *TCF4*, and some were significantly reduced, such as *SOD2*, *INSR*, and *GADD45A*. Over 70 peer‐reviewed publications employed AS1842856 to identify FOXO1 targets and may need reassessment. There are increasing cases in which FOXO1 regulates transcription in a DNA‐binding‐independent manner, including published targets *TCF4* and *HES1*, as well as in our work regarding *TCF7* (Fig. 4E) [72, 73].

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

SP, AL, DF, BL, JN, BS, RP, RG, and MK performed experiments. SP, DF, AL, BS, MWP, RG, BG, and MK critically analyzed data. S.P. and M.K. wrote the manuscript.

## Supporting information

**Fig. S1.** FOXO1 inhibition induced WNT target genes in GBM DBTRG and HCT116 cancer cells. Click here for additional data file.

**Fig. S2.** FOXO1 inhibition impacted WNT ligand gene expression in a context‐dependent manner. Click here for additional data file.

**Fig. S3.** AS1842856 treatment did not impact beta‐catenin localization. Click here for additional data file.

**Fig. S4.** Sequencing of *FOXO1* disruption mutant. Click here for additional data file.

**Table S1.** PCR primers. Click here for additional data file.

## Data Availability

All cell lines and additional data prepared from this work are available upon request. RNA‐Seq data were deposited to the NCBI Geo database (Accession: GSE179856).

# Supplementary material for: FOXO1 promotes the expression of canonical WNT target genes in examined basal‐like breast and glioblastoma multiforme cancer cells
**Source:** FEBS Open Bio. 2023 Aug 28;13(11):2108–23. doi: 10.1002/2211-5463.13696
**Supplement:** Supplementary file 1 — Fig. S1. FOXO1 inhibition induced WNT target genes in GBM DBTRG and HCT116 cancer cells.

**Figure S1**

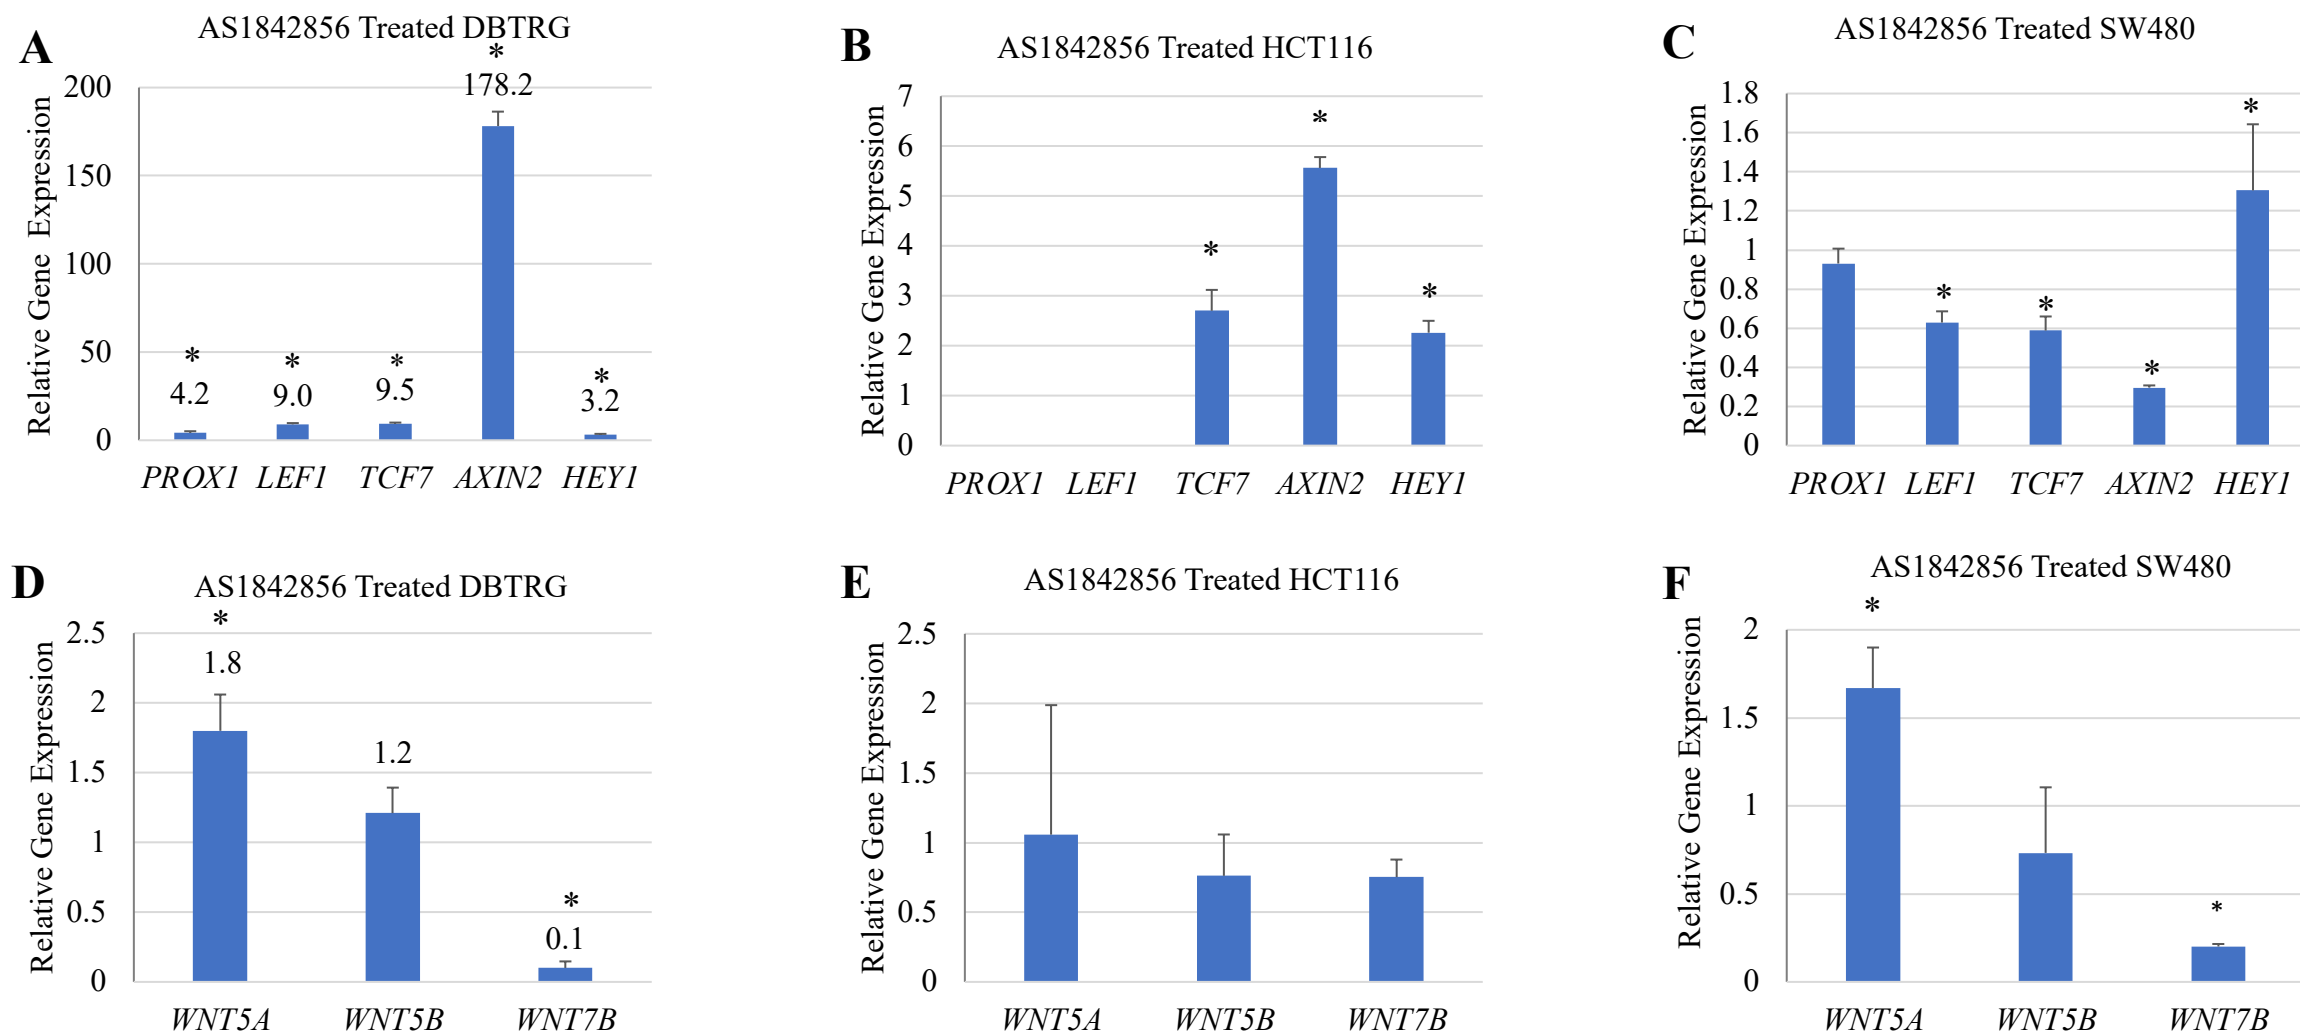

**Figure S1: FOXO1 inhibition induced WNT target genes in GBM DBTRG and HCT116 colon cancer cells.** Gene expression was assessed by qRT-PCR. (A) DBTRG cells were treated with 1 $\mu$ M AS1842856 for 48 hours (B) HCT116 colon cancer cells were treated with 1  $\mu$ M AS1842856 for 48 hours (C) Colon cancer SW480 cells were treated with 1  $\mu$ M AS1842856 for 48 hours (D-F). Indicated cell lines were treated with AS1842856 for 48 hours and assessed by qRT-PCR. \* denotes significantly different by Student's T-Test compared to the control ( $P < 0.05$ ) with SD error bars. Each experiment had three biologically-independent replicates.

# Supplementary material for: FOXO1 promotes the expression of canonical WNT target genes in examined basal‐like breast and glioblastoma multiforme cancer cells
**Source:** FEBS Open Bio. 2023 Aug 28;13(11):2108–23. doi: 10.1002/2211-5463.13696
**Supplement:** Supplementary file 2 — Fig. S2. FOXO1 inhibition impacted WNT ligand gene expression in a context‐dependent manner.

**Figure S2**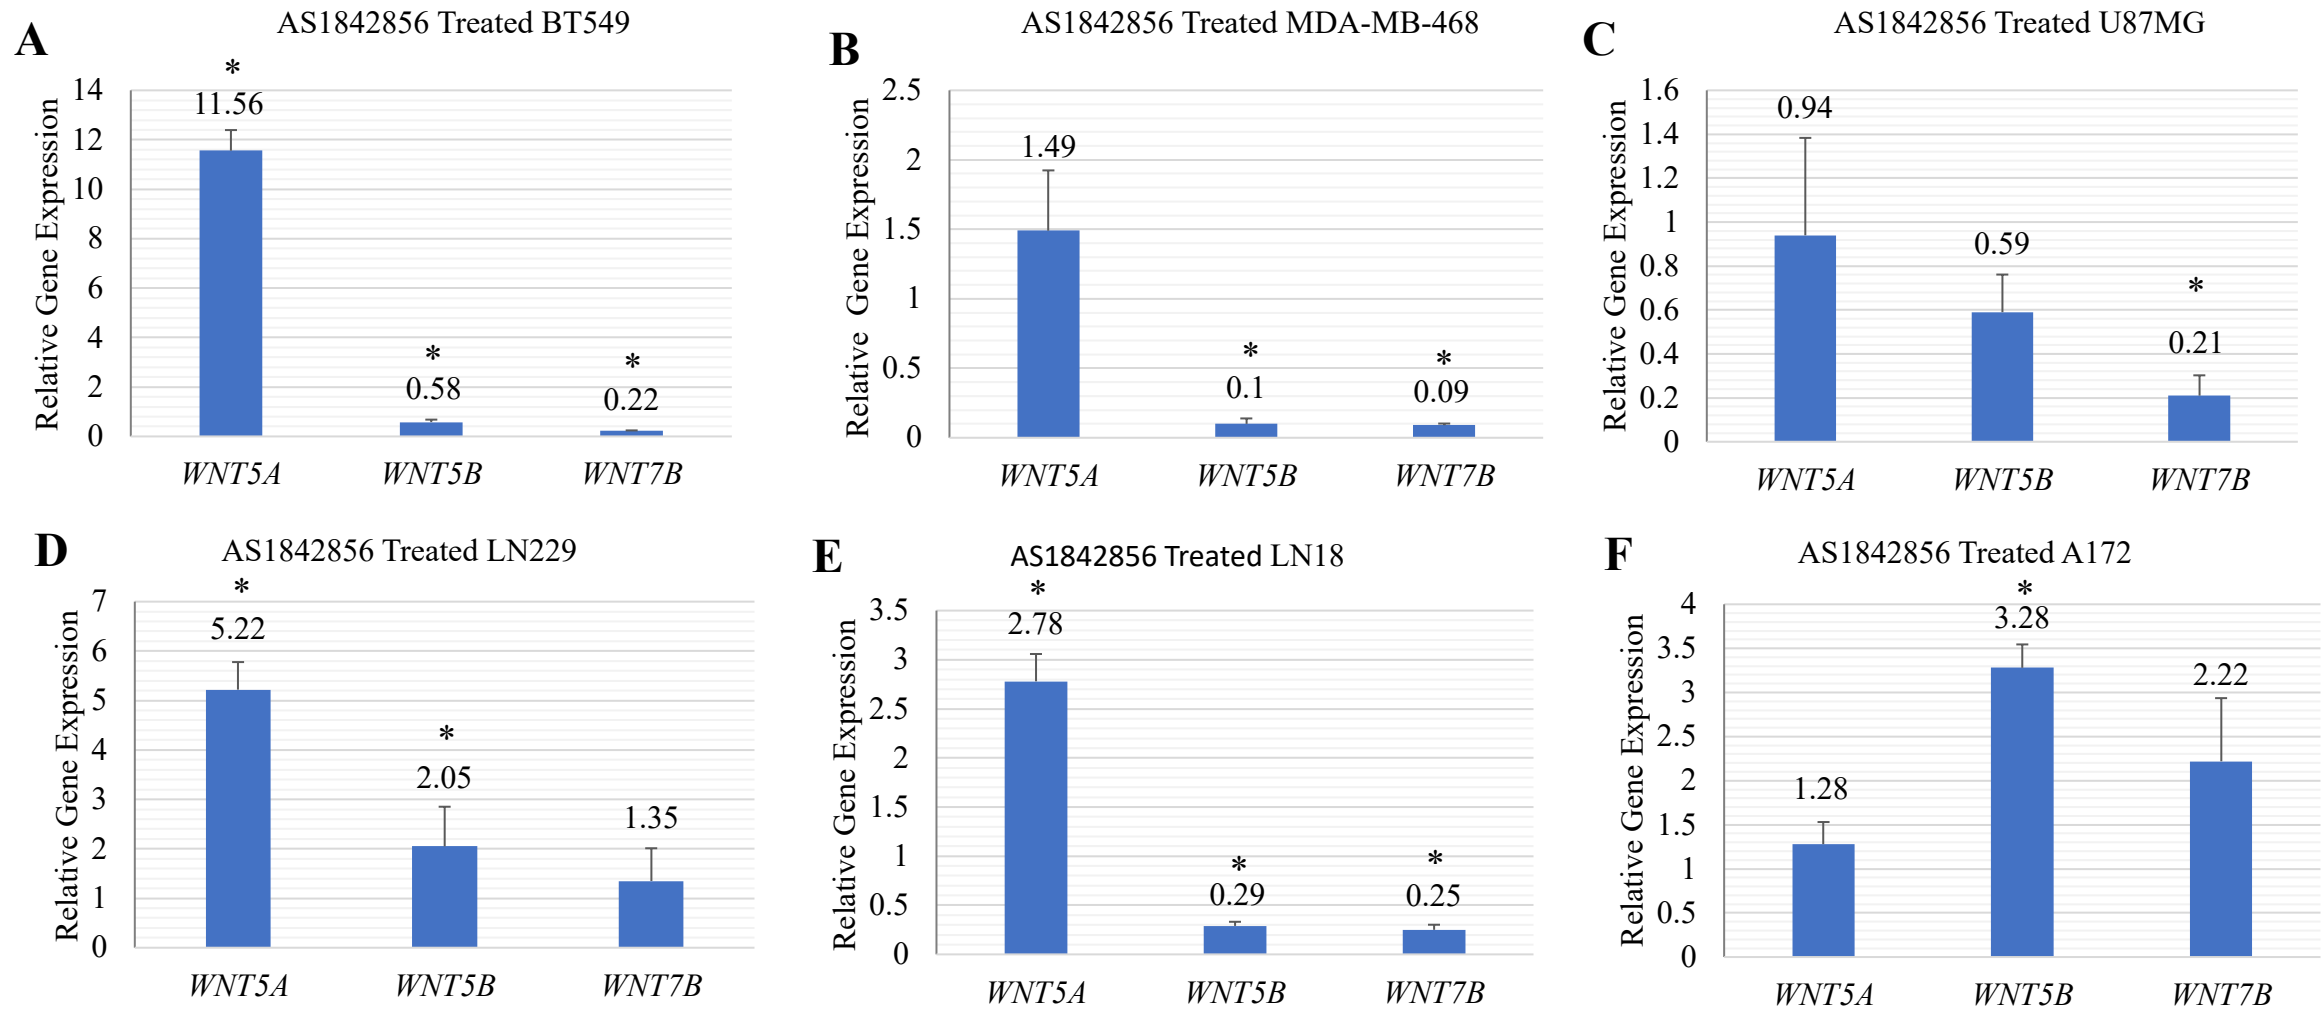

**Figure S2: FOXO1 inhibition impacted WNT ligand gene expression in a context-dependent manner.** Indicated cell lines were treated with 1  $\mu$ M AS1842856 for 48 hours and examined for changes in gene expression by qRT-PCR using *TUBB* as the reference gene. (A-F) AS1842856 treatment impacted WNT ligand gene expression in a context-dependent manner. \* denotes significantly different by Student's T-Test compared to the control ( $P < 0.05$ ) with SD error bars. Each experiment had three biologically-independent replicates.

# Supplementary material for: FOXO1 promotes the expression of canonical WNT target genes in examined basal‐like breast and glioblastoma multiforme cancer cells
**Source:** FEBS Open Bio. 2023 Aug 28;13(11):2108–23. doi: 10.1002/2211-5463.13696
**Supplement:** Supplementary file 4 — Fig. S4. Sequencing of FOXO1 disruption mutant.

Sequence of *FOXO1* Disruption Mutant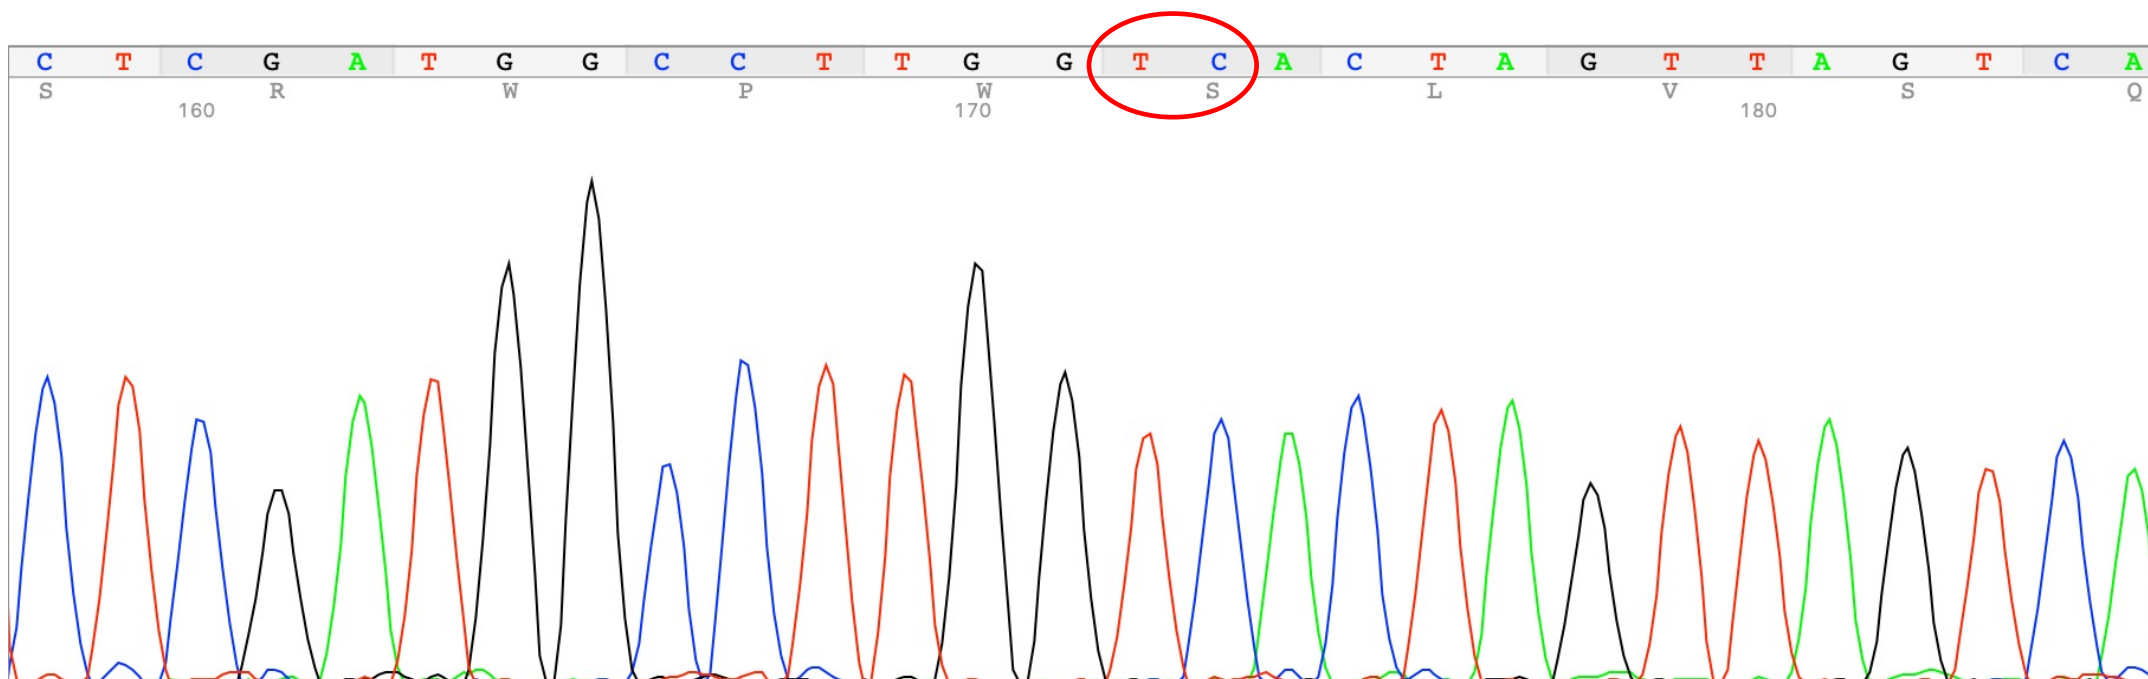

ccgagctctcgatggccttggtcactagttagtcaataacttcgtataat *FOXO1* mutant sequence

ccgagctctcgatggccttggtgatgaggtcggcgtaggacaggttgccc *FOXO1* genomic sequence

**Figure S4. Sequencing of *FOXO1* disruption mutant.**

The *FOXO1* gene was disrupted using CRISPR Cas9 genome editing technology in U87MG cells and sequenced. The red circle indicates the fusion site.

# Supplementary material for: FOXO1 promotes the expression of canonical WNT target genes in examined basal‐like breast and glioblastoma multiforme cancer cells
**Source:** FEBS Open Bio. 2023 Aug 28;13(11):2108–23. doi: 10.1002/2211-5463.13696
**Supplement:** Supplementary file 5 — Table S1. PCR primers.

Table S1. PCR Primers

| Primer Name                                 | Sequence (5' to 3')    |
|---------------------------------------------|------------------------|
| <i>AXIN2</i> F                              | TGTCCAGCAAAACTCTGAGG   |
| <i>AXIN2</i> R                              | TGGCTGGTGCAAAGACATAG   |
| <i>HEY1</i> F                               | CGCCCTTGCTATGGACTATC   |
| <i>HEY1</i> R                               | TTGTTGAGATGCGAAACCAG   |
| <i>LEF1</i> F                               | GGAAGGCGATTTAGCTGACA   |
| <i>LEF1</i> R                               | GTGTTCTCTGGCCTTGTCGT   |
| <i>PROX1</i> F                              | TTGGCAGGCCTACTATGAGC   |
| <i>PROX1</i> R                              | TTTTCATTGCCCTTAATGC    |
| <i>TCF7</i> F                               | CCCCCAACTCTCTCTCTACG   |
| <i>TCF7</i> R                               | GGAGTAGAAGCCAGAGAGGTCA |
| <i>TUBB</i> F                               | CTGGACCGCATCTCTGTGTA   |
| <i>TUBB</i> R                               | ATCTGGCCAAAAGGACCTG    |
| <i>WNT5A</i> F                              | GCCCAGGTTGTAATTGAAGC   |
| <i>WNT5A</i> R                              | TGAGAAAGTCCTGCCAGTTG   |
| <i>WNT5B</i> F                              | GTTACGGCTGCTCTGCT      |
| <i>WNT5B</i> R                              | GGAAGCTGACTGCACACG     |
| <i>WNT7B</i> F                              | ACGCTGGAAGTCTCTGCT     |
| <i>WNT7B</i> R                              | TTGCTCAGGTTCCCTTGG     |
| <i>GADD45A</i> F                            | GGAAAGTCGCTACATGGATCA  |
| <i>GADD45A</i> R                            | TTCATTTCAGATGCCATCACC  |
| 5R (for <i>FOXO1</i> disruption genotyping) | CTTCTCTAGGCACCGGTTCA   |
| FOXO1 R for genotyping                      | ACCTTCAGGCCGAGCAAAC    |

How the deposited data were processed for this re-analysis (not part of the article)

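RNA-Seq was measured in BT549 cells, with 3 libraries from DMSO-treated cells and 3 from cells treated with AS1842856 for 48 h. Samples were assigned to groups and replicate letters from the sample labels, and the paper's text gives the same groups and numbers of replicates. The paper's dose is 1 μM and the labels' dose is 200 nM.

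The authors mapped the reads with STAR and deposited raw counts per gene for each library, without normalization. The authors also deposited FPKM values for each library, which are divided by gene length and library size. The FPKM tables listed 25015 genes, each with at least 2 counts over the 6 libraries, and counts and FPKM were 0 in the same places. The paper's text does not state the genome build, the annotation, the counting tool or the use of strand. All 58735 gene identifiers of the count table were those of GENCODE release 29 (Ensembl 94, GRCh38), from which symbols and positions were taken. Every row of the count table named a gene.

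Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which removed 13170 genes with at least 1 count. Libraries were scaled by TMM. Groups were compared by glmQLFit with robust estimation and glmQLFTest, with no block, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. A level with all 3 libraries of a group at or under 3 counts was treated as a floor, and folds against it were computed as lower bounds. These limits cover counting error only, since reads without molecular identifiers are not independent molecules. Library totals lay between 15289500 and 22981832 counts. The common biological coefficient of variation, which edgeR estimated from the gene counts of replicates within groups, was 0.0374.

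Gene sets were tested on voom values with limma 3.58.1, by camera with a preset correlation of 0.01, and by fry. The lists were the 27 genes of Fig. 1B, a WNT Hallmark list, beta-catenin/TCF feedback targets, WNT ligands, FOXO target genes, interferon-stimulated genes, hypoxia-induced genes, NF-kB target genes, mitochondrially encoded protein genes, integrated stress response genes, proliferation genes and cholesterol synthesis genes. All lists but that of Fig. 1B were written from general knowledge and were not compared with a database. The running enrichment score used weight 1 and Signal2Noise with the SD of each group at least 0.2 times its mean, and 10000 random gene sets with a fixed seed. The paper's text does not state whether samples or genes were permuted.

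Lists, tests and most alternatives were chosen before the data were examined. Genes were named by a rule fixed at that time: every gene the paper discusses and every gene of Fig. 1B, and the 5 largest increases and the 5 largest decreases among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between groups. Of other lists, the members with the largest change were named. The alternatives were DESeq2 1.42.0 with its size factors and Wald test, DESeq2's size factors in edgeR, library totals alone, no filter, a mean of at least 50 counts, each library left out, the replicate letter as a block, and limma with a trend on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.5 and for all genes above 0. Other thresholds, rankings, weights and set tests were also tried. DESeq2 calls ranked by deposited FPKM, camera with an estimated correlation and camera on the gene statistics of edgeR were added after the data were seen. Camera on the gene statistics of edgeR used the size of each statistic and not its rank. GENCODE transcript length and GC content were fitted to the log2 fold changes by loess with a span of 0.5.

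The tests were run first on simulated counts with 200 changed genes. Of 200 changed genes, edgeR recovered 91% among 14290 genes tested, with 4.71% false calls, and DESeq2 recovered 83.5% among 26292 genes. limma on FPKM recovered 84.7% of 189 changed genes among 13319. Of 100 random sets, 3 had p under 0.05 by the running score and 1 by camera. Genes were simulated independently, so these counts cannot show the effect of correlation among genes. The simulated score ranked all genes tested, where the main score ranked the called genes. Hallmark memberships, qRT-PCR, western blot, RNAi and clinical data were not used here. Results of 1 further list, which is among the 13 lists adjusted together, and of some single genes are not reported here.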

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

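The lists were chosen before the data were examined, and the tests of technical explanations in this part were chosen after the results were seen.

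Signals appeared in 3 lists of genes that the paper does not discuss. All 17 cholesterol synthesis genes were lower with AS1842856, with a median log2 fold change of -0.74 (camera, adjusted p = 2.38e-13). Of 22 proliferation genes, 18 were lower and 1 was higher, with a median of -0.28 (camera, adjusted p = 7.66e-07). Of 18 integrated stress response genes, 12 were higher and 1 was lower, with a median of 0.41 (camera, adjusted p = 2.44e-05). Adjusted over each list alone, 17, 20 and 13 genes were called. All 3 lists were called under fry and with a correlation estimated from the data, with an adjusted p of 0.0388 for each under the latter. A scaling error moves every gene alike, but the cholesterol median lay 1.15 below the integrated stress response median (a difference of -1.15), which one factor per library cannot give. After the trend with transcript length and GC content was removed, the largest adjusted p of the 3 lists was 0.000216 (camera on the gene statistics). Their medians were then -0.75, -0.26 and 0.47. The trend removed was small, with an SD of 0.07 across genes. The AS1842856 median total was 96.3% of the DMSO median and the totals of the groups overlapped, which argues against depth. The 10 most abundant genes took between 5.38% and 5.57% of the counts in every library, and the change of the mean share between the groups shifts all other genes by 0.0010 on the log2 scale. A response of the cells to the compound is a hypothesis for these lists. Cell density, growth state and effects of the compound outside FOXO1 were not tested and remain open.

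FOXO1 and FOXO3 mRNA rose with AS1842856, which the paper does not report. FOXO1 went from 4.22 ± 0.607 to 13.7 ± 0.241 CPM (SD, n = 3 per group), a log2 fold change of 1.72 (adjusted p = 4.16e-28, edgeR's quasi-likelihood test). FOXO3 went from 46.7 ± 0.624 to 149.3 ± 2.35 CPM, a log2 fold change of 1.67 (adjusted p = 3.70e-96). Both were higher in 3 of 3 AS1842856 libraries. A scaling error moves every gene alike, but the smaller of the log2 fold changes lay 1.67 above the median of all tested genes, a difference that one factor per library leaves as it is. Amounts of RNA per cell were not measured. With the trend on length and GC content removed, the smaller of the log2 fold changes was 1.73. FOXO4 fell, with a log2 fold change of -1.05 (adjusted p = 0.00390), which argues against a rise of the whole family. A response of FOXO1 and FOXO3 transcription to the compound is a hypothesis. Whether protein levels changed was not tested here.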

How the results depend on the processing

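The counts of splits for the gene lists and for the enrichment score were chosen only after the results were seen. So were camera with an estimated correlation and camera on the gene statistics of edgeR.

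The count of differentially expressed genes stayed within 1.5 times 8029 under all 11 alternatives that kept all libraries, from 6453 to 8577, and from 7427 to 7678 across the 6 fits that each left out one library. The share of higher genes among the calls was 49.2%, and it lay between 47.2% and 49.5% under the other scalings and filters and DESeq2. The count with a change of at least 1 on the log2 scale was 1520. It was 931 with a mean of at least 50 counts, which tests fewer low genes, and 543 and 541 on the log2(FPKM + 1) scale with and without a filter, where the pseudocount shrinks changes of low genes.

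The enrichment score of the 27 genes of Fig. 1B was 0.434 (permutation p = 0.0380) and between 0.421 and 0.430 with one library left out. Its permutation p passed 0.05 with DESeq2 (score 0.418, p = 0.0507), over all genes tested (0.460, p = 0.0782), with the WNT Hallmark list over all genes (0.423, p = 0.0867) and without weights (0.170, p = 0.380). Without the 5 highest-ranked genes it was reversed, at -0.461, a removal that tends to lower a score of this kind. The range of p over its alternatives was 0.0140 to 0.380 (permutation of gene sets). Apart from the removal of the 5 genes, the cause was not tested.

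Camera on voom values did not call the 27 genes as a set, but camera on DESeq2's statistics did (up, median -0.17, adjusted p = 0.0215), and so did fry (up, median -0.17, adjusted p = 0.000203), over alternatives from 0.000203 to 0.888. With DESeq2's statistics the WNT Hallmark list (up, median -0.018, adjusted p = 0.0494) and the WNT ligands (down, although the median was 0.30, adjusted p = 0.0150) were called, and the NF-kB targets were not (down, median -0.52, adjusted p = 0.0518). Camera on the gene statistics of edgeR gave the same 4 changes. The adjusted p was 0.0115 for the 27 genes (up, median -0.17) and 0.0227 for the WNT Hallmark list (up, 0.034). It was 0.0150 for the WNT ligands (down, -0.80) and 0.0616 for the NF-kB targets (down, -0.57). These changes therefore arise without DESeq2, when gene statistics take the place of voom values. The statistics of edgeR were used by size and not by rank, so a few large ones can move a set. Under fry the WNT Hallmark list (up, median 0.034, adjusted p = 0.000720) and the WNT ligands (down, -0.80, adjusted p = 1.88e-05) were called. The median of the WNT ligands ran up to 1.39 over the alternatives, since more ligands at low counts were tested in some. With a correlation estimated from the data, chosen after seeing the data, the FOXO targets (median -0.53, adjusted p = 0.264), hypoxia genes (-0.34, adjusted p = 0.111) and NF-kB targets (-0.57, adjusted p = 0.111) were not called. Over the alternatives the adjusted p ran from 0.000720 to 0.888 for the WNT Hallmark list, 1.88e-05 to 0.717 for the WNT ligands, 0.000163 to 0.111 for the NF-kB targets, 9.67e-05 to 0.264 for the FOXO targets and 4.60e-06 to 0.111 for the hypoxia genes. The estimated correlation was -0.040 for the hypoxia genes and -0.0060 for the NF-kB targets, below the preset 0.01. These values argue against a higher correlation among genes as the cause for those lists. For the FOXO targets it was 0.065, above the preset value. The causes of the changes under fry and with the estimated correlation were not tested further. The median of the mitochondrially encoded genes was -0.012. Its set direction was reversed with DESeq2's size factors in edgeR (-0.0094), the replicate block (-0.010) and camera on the gene statistics of edgeR (-0.012). The median ran from -0.046 to 0.034 with one library left out. It was -0.029 without DMSO replicate A, -0.046 without DMSO replicate B and 0.034 without DMSO replicate C. The set direction was also reversed without AS1842856 replicate A (-0.016) and without AS1842856 replicate C (-0.0084). The median of the WNT Hallmark list was 0.015 without DMSO replicate B and 0.0061 without DMSO replicate C in place of 0.034.

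Across 15 settings other than the reported one, 5 of the 56 genes tested by name changed a call or a direction: APC, HES1, TCF7L2, TCF7L1 and JAG2. With one library left out the log2 fold change ran from -0.087 to 0.060 for HES1 and from -0.068 to 0.046 for TCF7L2. Both were above 0 without DMSO replicate C (0.060 and 0.046) and without AS1842856 replicate C (0.013 and 0.012). APC, at 0.13, was not called without DMSO replicate A, DMSO replicate B, AS1842856 replicate A or AS1842856 replicate B, nor under 5 of the other alternatives, where its log2 fold change was 0.11 to 0.13.

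Libraries with the same replicate letter did not deviate together (correlations of 0.042, -0.012 and -0.0033), so the letters were taken as numbers only. With the replicate block 7862 genes were called.

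Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many called genes, and the other 9 gave 0, with 92 to 144 genes at an unadjusted p under 0.05. For the enrichment score over the called genes, which were chosen on the real split, 1 split, the real one, gave as large a score. For the number of lists called by camera, 1 split, the real one, gave 8, and the other 9 gave 3 to 7, so the number of lists says little alone. Each other split keeps part of the treatment difference. The share of 10 splits cannot fall below 0.1, so a chance split cannot be told apart by this count alone. The real split gave 8577 genes at an unadjusted p under 0.05. In 59.9% of tested genes the groups did not overlap, where chance gives 10%. For the number of called genes these values argue against a chance split, although genes are not independent of each other. They do not decide it for the lists or the enrichment score. TNFSF10, FOXO6 and MMP26, near the floor of counts, were not tested in edgeR. DESeq2 called neither TNFSF10 (log2 fold change 0.54, adjusted p = 0.853) nor FOXO6 (0.31, adjusted p = 0.920). Their counts are too low for this to speak against a change. MMP26 had no counts in any library.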

Differences from the paper's values

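For WNT5B, the log2 fold change was -1.46 against the paper's -0.592. None of the alternatives set before the data were examined closed this gap, and with DESeq2 the log2 fold change was also -1.46.

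The p-values of edgeR's quasi-likelihood test differed from those of the paper, whose methods name DESeq2. The differences are given here on the log10 scale, as the value from the deposited counts less the paper's. For SOD2 the p-value was 6.94e-87, a difference of 71.7. For INSR it was 2.35e-11 (-3.18), for GADD45A 8.56e-26 (-4.17) and for TCF4 1.05e-37 (0.925). For WNT5A the p-value was 1.39e-109 (a difference of 119.8) and the adjusted p-value 3.70e-107 (119.8). Among the alternatives set before the data were examined, DESeq2 closed these 6 gaps, with differences of -0.0024 for SOD2, -0.0008 for INSR, -0.0002 for GADD45A, -0.0020 for TCF4, -0.0064 for the p-value of WNT5A and -0.023 for its adjusted p-value. The fit without DMSO replicate A also closed the gap of INSR (-0.111), and the fit without AS1842856 replicate C that of GADD45A (0.0082). Under every other alternative these differences were larger in size than 0.111, the largest that was counted as closed. The nearest were -0.275 for GADD45A without DMSO replicate B and -0.302 and -0.346 for TCF4 without AS1842856 replicates A and B. For WNT5B the p-value was 5.78e-102 (-5.14) and the adjusted p-value 1.10e-99 (-4.77). None of the alternatives closed these gaps, and with DESeq2 the differences were -164.3 and -163.8.

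The count of differentially expressed genes was 8029 against the paper's 6754, and the normalized enrichment score was 1.52 against the paper's 1.9, both within 1.5 times. DESeq2, set before the data were examined, called 6791 genes. DESeq2 calls ranked by deposited FPKM, chosen after seeing the data, gave a score of 0.421 against the paper's 0.42 and, with the 20 relabelings of the libraries as the comparison, a normalized score of 1.89. Against random gene sets the normalized score of that ranking was 1.50. With the relabelings as the comparison, also chosen after seeing the data, the normalized score of the edgeR ranking was 1.83 over the called genes and 1.66 over all genes tested. The paper gives a smaller p for this gene set than the 0.0380 of the random gene sets used here as a permutation test. Fig. 1B is described in the paper as core-enriched genes, and 6 of its 27 genes ranked up to the peak of the score.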

Other observations

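The lists of genes and their tests by fry and by camera at the preset correlation were set before the data were examined. So were the fits of single genes and the score without the 5 highest-ranked genes. The other tests of this part were chosen after the results were seen. They include camera with an estimated correlation, the same removal in random sets and the search for the values of Table 3.

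Table 3 lists WNT5B with values that were not those of WNT5B in the deposited counts. Among the genes with an adjusted p in DESeq2, 1 gene had the printed log2 fold change and nearly the printed p-value, and it was CAV1 (log2 fold change -0.59, p-value 8.02e-97, adjusted p 6.29e-95). CAV1 was found by this search, after its values were seen. A row of another gene is a candidate explanation for the entry. The direction of WNT5B in the table, a decrease, is that of the data.

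Without its 5 highest-ranked genes the enrichment score was -0.461 (permutation p = 0.0716). Removing the highest-ranked genes tends to lower a score of this kind, so the same removal was made in random sets of 27 genes. Of 10000 random sets, 150 had as large a score as the real set. Without their own 5 highest-ranked genes, 72 of these 150 were below 0, so the sign of the score says little, and a share of 0 fell as low as the real set (lowest -0.400, median 0.144). A few top genes may carry the score, but the 27 genes were chosen on these samples and the random sets were not. In the list of beta-catenin/TCF feedback targets, 11 of the 13 tested genes were higher and 2 lower, with a median log2 fold change of 3.37 (camera, up, adjusted p = 7.90e-09). This was called also under fry and with an estimated correlation (adjusted p = 0.0388). Of these 13 genes, 6 are in Fig. 1B. The other 7, which the study did not pick for Fig. 1B, were all higher, with a median of 3.13. The values are consistent with a rise of this group, while DKK1 and MYC fell.

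The FOXO target list fell, with a median of -0.53, but 5 of its 21 genes rose. It includes SOD2, INSR and GADD45A, which the paper already reports as lower. The list was not called with an estimated correlation (adjusted p = 0.264, over alternatives from 9.67e-05 to 0.264). The mitochondrially encoded protein genes had a median of -0.012, with 2 higher and 2 lower among 13 and no log2 fold change outside -0.13 to 0.12. All mitochondrial genes took 2.83% to 3.02% of the counts in DMSO and 2.65% to 2.74% with AS1842856. By the test set before the data were examined, a list that camera did not call speaks against a quinolone-like lowering. Because its members went both ways, its median decides nothing, and a small lowering cannot be told apart from no change. This reading was adopted after the values were seen. The WNT Hallmark list, of which 36 genes were tested, had a median of 0.03 (camera, up, adjusted p = 0.787).

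TCF7L2, a gene that is also called TCF4, was not called (log2 fold change -0.020, adjusted p = 0.868, edgeR's quasi-likelihood test), so the rise printed for TCF4 belongs to the gene TCF4 and not to TCF7L2. GSK3B mRNA rose, with a log2 fold change of 0.27 (adjusted p = 7.42e-09), and CTNNB1 mRNA fell, with -0.22 (adjusted p = 6.49e-09), so the protein changes that the paper shows in Fig. 3C are not those of the mRNA in these libraries. The cells of Fig. 3C were not measured here. CCND1 rose by 1.68 and MYC fell by 1.33 on the log2 scale, CD44 had a log2 fold change of -0.45, and HES1 of -0.02 (adjusted p = 0.890). PROX1 had 1, 2 and 0 counts in DMSO and 46, 45 and 36 with AS1842856, at least 13.7-fold higher. TUBB, the reference gene of the qRT-PCR, had a log2 fold change of 0.15 (adjusted p = 1.39e-05).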
